# X Chromosome Control of Meiotic Chromosome Synapsis in Mouse Inter-Subspecific Hybrids

**DOI:** 10.1371/journal.pgen.1004088

**Published:** 2014-02-06

**Authors:** Tanmoy Bhattacharyya, Radka Reifova, Sona Gregorova, Petr Simecek, Vaclav Gergelits, Martin Mistrik, Iva Martincova, Jaroslav Pialek, Jiri Forejt

## Abstract

Hybrid sterility (HS) belongs to reproductive isolation barriers that safeguard the integrity of species *in statu nascendi*. Although hybrid sterility occurs almost universally among animal and plant species, most of our current knowledge comes from the classical genetic studies on *Drosophila* interspecific crosses or introgressions. With the house mouse subspecies *Mus m. musculus* and *Mus m. domesticus* as a model, new research tools have become available for studies of the molecular mechanisms and genetic networks underlying HS. Here we used QTL analysis and intersubspecific chromosome substitution strains to identify a 4.7 Mb critical region on Chromosome X (Chr X) harboring the *Hstx2* HS locus, which causes asymmetrical spermatogenic arrest in reciprocal intersubspecific F1 hybrids. Subsequently, we mapped autosomal loci on Chrs 3, 9 and 13 that can abolish this asymmetry. Combination of immunofluorescent visualization of the proteins of synaptonemal complexes with whole-chromosome DNA FISH on pachytene spreads revealed that heterosubspecific, unlike consubspecific, homologous chromosomes are predisposed to asynapsis in F1 hybrid male and female meiosis. The asynapsis is under the *trans*- control of *Hstx2* and *Hst1/Prdm9* hybrid sterility genes in pachynemas of male but not female hybrids. The finding concurred with the fertility of intersubpecific F1 hybrid females homozygous for the *Hstx2^Mmm^* allele and resolved the apparent conflict with the dominance theory of Haldane's rule. We propose that meiotic asynapsis in intersubspecific hybrids is a consequence of *cis*-acting mismatch between homologous chromosomes modulated by the *trans*-acting *Hstx2* and *Prdm9* hybrid male sterility genes.

## Author Summary

Genomes of newly emerging species restrict their gene exchange with related taxa in order to secure integrity. Hybrid sterility is one of the reproductive isolation mechanisms restricting gene flow between closely related, sexually reproducing organisms. We showed that hybrid sterility between two closely related mouse subspecies is executed by a failure of meiotic synapsis of orthologous chromosomes in F1 hybrid males. The asynapsis of orthologous chromosomes occurred in meiosis of male and female hybrids, though only males were sterile due to *trans*-acting male-specific hybrid sterility genes. We located one of the two major hybrid sterility genes to a 4.7 Mb interval on Chromosome X, showed that it controls male sterility by modulating the extent of meiotic asynapsis and using the inter-subspecific chromosome substitution strains we refuted the simple interpretation of dominance theory of Haldane's rule. A new working hypothesis posits male sterility of mouse inter-subsubspecific F1 hybrids as a consequence of meiotic chromosome asynapsis caused by the *cis*-acting mismatch between orthologous chromosomes modulated by the *trans*-acting hybrid male sterility genes.

## Introduction

Hybrid sterility (HS) is a postzygotic reproductive isolation barrier restricting gene flow between the related taxa during speciation. It is defined as a condition where two parental forms fertile *inter se* produce a hybrid that is sterile [1]. One of the most interesting findings coming from previous studies is a disproportionately large effect of Chr X on reproductive isolation, particularly on hybrid sterility and inviability. The large X-effect was described in diverse organisms, and evolutionary biologists designated it as one of the speciation rules [2]–[5]. Another speciation principle, called Haldane's rule [6], points to the empirical findings that hybrid inviability and sterility predominantly afflicts the heterogametic (XY or ZW) sex. The dominance theory originally proposed by Muller [7] explained the sex-dependent effect on hybrid fitness by the manifestation of recessive X-linked alleles in hemizygous XY males but not in XX females [8]–[10].

We have chosen *M. m. musculus* and *M. m. domesticus* subspecies (hereafter, *Mmm* and *Mmd*) as model organisms to study mammalian HS (for review see [11]–[13]). Both subspecies diverged from a common ancestor approximately 0.3 to 0.5 million years ago [14] and formed a hybrid zone across Europe after their secondary contact [15]. The repeated introgressions of *Mmm* genes into *Mmd* genome and *vice versa* across their hybrid zone indicate incomplete reproductive isolation between both young subspecies [16], [17]. Such early-stage model is superior in that it reduces the risk of analyzing HS genes that evolved as a consequence and not as the cause of speciation after full reproductive isolation of the related taxa [5], [18]. Numerous genetic and genomic tools are available for the mouse model, including the full genomic sequence of inbred strains representing both subspecies and additional 17 laboratory inbred strains [19] and a panel of 28 mouse intersubspecific chromosome substitution (consomic) strains carrying individual *Mmm* chromosomes or their parts on *Mmd* background [20]. A variety of commercially available antibodies detecting meiosis-specific proteins and histone modifications permit immunodetection of subnuclear structures important for meiotic chromosome synapsis and segregation [21], [22].

We identified the first hybrid sterility gene in mice, hybrid sterility 1 – *Hst1* – as a polymorphic variant on Chr 17 between two laboratory strains, C57BL10/Sn and C3H/Di, both predominantly of *Mmd* origin (at that time still linkage group IX). When mated with *Mmm* wild mice trapped in Central Bohemia near Prague, these crosses produced sterile or fertile male hybrids, depending on their *Hst1* alleles [23]. Recently, *Hst1* was identified by the forward genetics approach as PR domain containing 9 (*Prdm9*) [24] and later was shown to control meiotic recombination hotspots [25], [26].

In a study of genetic architecture of F1 hybrid male sterility, the results of (*Mmm*×*Mmd*)×*Mmd* backcross predicted a minimum of four independently segregating HS loci. However, QTL analysis of the data revealed only two strong HS loci, *Hst1/Prdm9* and a locus on Chr X [27]. This paradox could be explained either by the action of multiple minor HS loci undetected by relatively low-power QTL analysis or by different behavior of two major HS loci on the hybrid background. The latter alternative was supported in an experiment showing that these two HS loci are not sufficient to recapitulate the F1 HS phenotype on B6 (*Mmd*) genetic background [22]. Moreover, for the first time a compelling evidence was provided for the mechanism of HS, showing that aberrant meiotic pairing of heterosubspecific homologous chromosomes and meiotic arrest are the consequence of intersubspecific hybrid genetic background [22].

Here we report on the role of Chr X in male and female meiosis in mouse intersubspecific hybrids. We localized the *Hstx2* locus controlling the asymmetry of HS in reciprocal intersubspecific F1 hybrid males to a 4.7 Mb interval on Chr X and mapped three autosomal loci that can abolish this asymmetry. We observed the predisposition of heterosubspecific homologs to asynapsis in male and female meiosis as the initial step of intrameiotic breakdown of the sterile hybrids. The effects of *Hstx2* or *Hst1/Prdm9* on the degree of asynapsis in pachynemas of male but not female intersubspecific hybrids concurred with the fertility of *Mmm×Mmd* F1 hybrid females homozygous for the *Hstx2^Mmm^* allele and resolved the apparent conflict with the dominance theory of Haldane's rule. Based on detailed meiotic analysis of the mouse model of intersubspecific F1 hybrids we propose that HS genes operate on “sensitized” genetic background resulting from the difficulties of proper meiotic synapsis of heterosubspecific autosomal homologs and consequent epigenetic dysregulation of X-Y chromosomes [22]. Accordingly, classical HS genes *Prdm9* [24], [28] and *Hstx2* [27] realize their HS-specific phenotypes by interacting, directly or indirectly, with the process of meiotic pairing and synapsis of heterospecific homologs.

## Results

### Fine mapping of *Hstx2* and its role in HS asymmetry of reciprocal F1 hybrids

Dobzhansky-Muller incompatibilities (DMIs) between the nascent species often result in asymmetry of HS or inviability of reciprocal F1 hybrids [27], [29]–[31] although relatively little is known about their genetic control or mechanistic basis. Previously we have shown that asymmetry in male sterility of reciprocal hybrids between *Mmm* mouse subspecies represented by the PWD/Ph (hereafter PWD) inbred strain [32] and *Mmd* represented by the C57BL/6J inbred strain (hereafter B6) is controlled by the central region of Chr X (64.9 Mb–98.1 Mb, GRCm38). To localize the locus responsible for HS asymmetry we crossed consomic F1 females (B6.PWD-Chr X×B6) with PWD males. All 124 male offspring carried B6/PWD heterosubspecific autosomal pairs while Chr X loci were either PWD or B6, depending on the recombination breakpoints. Testes weight (TW, range 56–186 mg) and sperm count (SC, 0–13.5 million) were used as surrogate for QTL analysis of male fertility phenotypes. Their segregation localized a hybrid sterility locus to the 34.6–35.7 cM (1.5-LOD support interval) interval with the maximum LOD score 30 and 23 at 34.8 cM for TW and SC. As shown in Fig. 1A–D all males that received the PWD allele at the *DXMit87* locus had small testes bellow 100 mg and little (below 10^6^) sperm in *ductus epididymis*. This hybrid sterility locus causes complete sterility on F1 hybrid intersubspecific background, and we designate it hybrid sterility chromosome X 2, *Hstx2*. Earlier, we reported localization of the locus at lower resolution in the (PWD×B6)×B6 backcross (Dzur-Gejdosova 2012).

**Figure 1:**
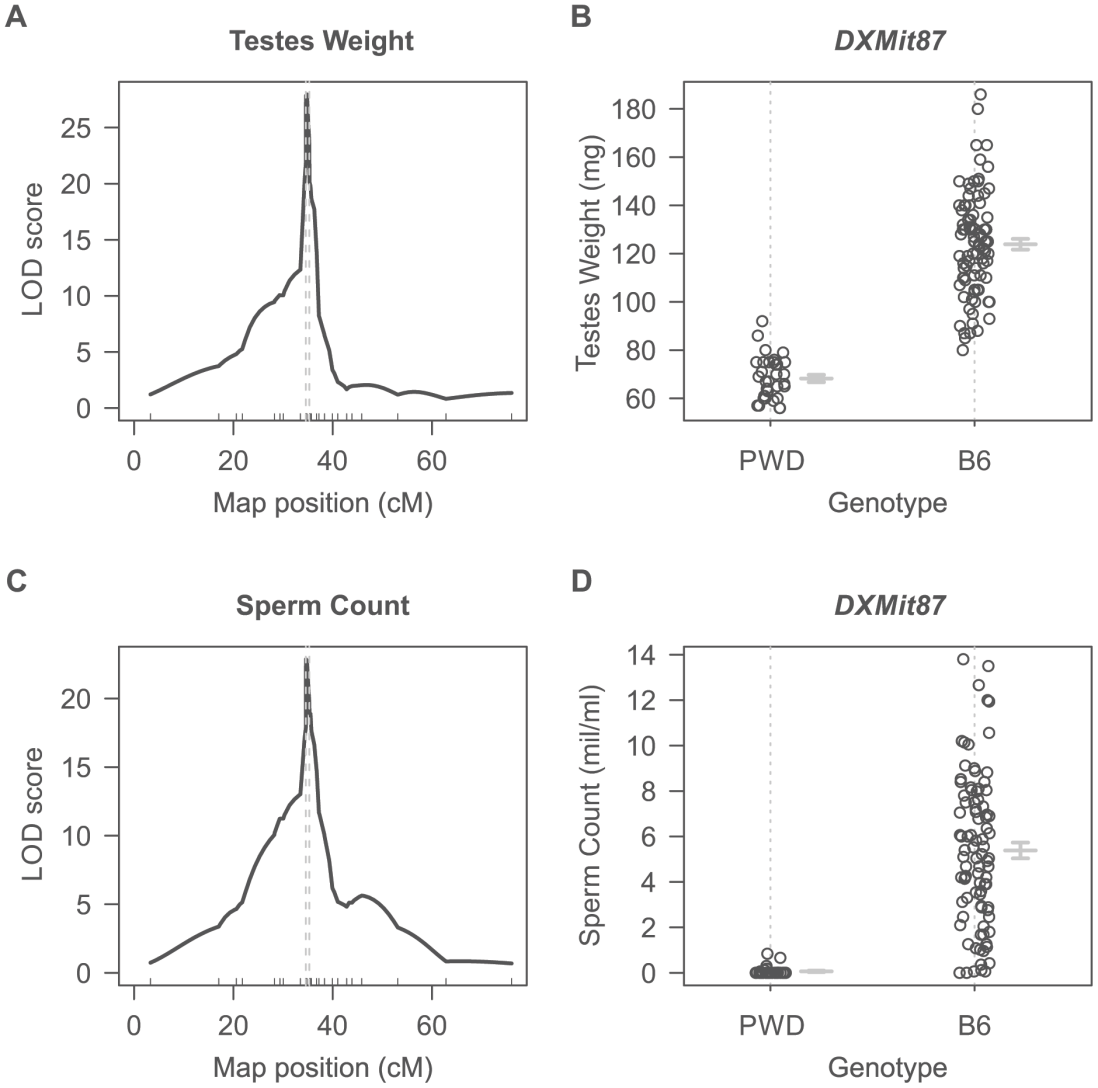
Single QTL mapping of *Hstx2* on Chr X. (A) QTL analysis of testes weight in the (B6.PWD-Chr X×B6)F1×PWD cross showed a 1.5-LOD support interval between 34.6 cM to 35.3 cM on Chr X. (B) Distribution of testes weight of males carrying PWD or B6 allele of *DXMit87* marker with LOD score 30. (C) QTL analysis of sperm count in *ductus epididymis* shows the same 1.5 LOD support interval as for testes weight. (D) Distribution of sperm count of males carrying PWD or B6 allele of *DXMit87* marker (Chr X: 66.65 Mb, GRCm38) with LOD score above 20.

To further refine the position of *Hstx2*, a new partial consomic strain B6.PWD-Chr X.1s was created with extended proximal interval of the Chr X^PWD^ sequence compared to B6.PWD-Chr X.1 (for strain description see ref [20]).

The borders of the PWD sequence of the introgressed Chr X^PWD^ were compared to those of the existing proximal, central and distal partial consomic strains B6.PWD-Chr X.1, B6.PWD-Chr X.2 and B6.PWD-Chr X.3 [20] using high-resolution Mouse Universal Genotyping Array (MegaMUGA) (Table S1). To localize the region carrying *Hstx2* on Chr X^PWD^, females of all four Chr X partial consomic strains were crossed with PWD males and the fertility of male offspring was examined (Fig. 2). The (B6.PWD-Chr X.1×PWD)F1 and (B6.PWD-Chr X.3×PWD)F1 hybrid males were semifertile with testes weight comparable to (B6×PWD)F1 males, while (B6.PWD-Chr X.1s×PWD)F1 and (B6.PWD-Chr X.2×PWD)F1 were fully sterile with small testes (p<0.0001, t-test) and no sperm in *ductus epididymis* (Fig. 2). Thus (B6.PWD-Chr.X.1s×PWD)F1 hybrids carried the *Hstx2^PWD^* allele and fully reconstructed the HS phenotype of (PWD×B6) males, showing meiotic arrest at epithelial stage IV and to lesser degree at late pachytene/diplotene stage (Table S2). The position of *Hstx2* was localized to the 4.7 Mb interval delineated by UNC30904273 for the distal end of B6.PWD-Chr X.1 PWD sequence and UNC30934795 for the distal end of B6.PWD-Chr X.1s (X: 64,880,641–69,581,094, GRCm38).

**Figure 2:**
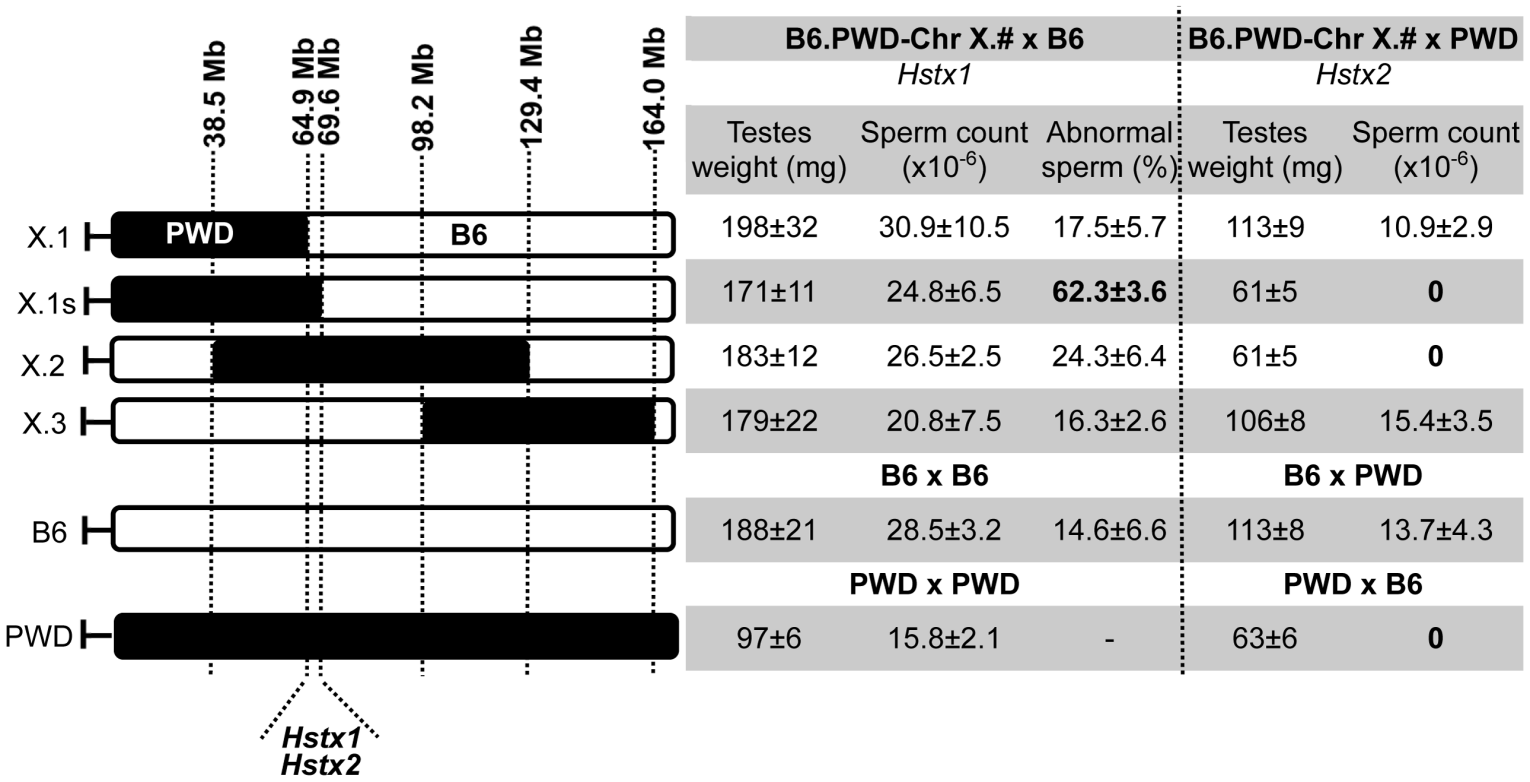
Fine mapping of *Hstx1* and *Hstx2* HS loci on Chr X using partial consomic strains. The partial consomic B6.PWD-Chr X.# females were crossed with B6 or PWD males for mapping *Hstx1* and *Hstx2*, respectively. Testes weight and sperm count were used as fertility phenotypes. The borders of introgressed PWD sequence (black) were determined by MegaMUGA genotyping for B6.PWD-Chr X.1 (abbreviated here X.1), B6.PWD-Chr X.1s (X.1s) and B6.PWD-Chr X.2 (X.2). For B6.PWD-Chr X.3 (X.3) mapping see [20]. The map positions correspond to genome assembly GRCm38, megabase scale, for details see Table S1.

### Introgressed *Hstx1^PWD^* causes teratozoospermia in *Mmd* genome and maps to the same genomic region as *Hstx2*

The *Hstx1* locus in the proximal part of Chr X^PWD^ causes male sterility when introgressed onto the B6 background [33]. Contrary to the F1 hybrid meiotic arrest at late pachytene/diplotene stage controlled by *Hstx2* [22], *Hstx1^PWD^* in the B6 genome causes postmeiotic breakdown and abnormal morphology of a fraction of non-functional sperm. Here we genotyped the male progeny of females heterozygous for PWD and B6 form of Chr X from the backcross generations 4–9 to B6 background and selected 71 Chr X single-recombinants with PWD centromeric end for fertility testing. The *Hstx1* locus mapped within the interval spanned by *DXMit76* and *DXMit143* (Fig. S1).

To further localize *Hstx1*, we phenotyped all four B6.PWD-Chr X partial consomics and found a high percentage of abnormal sperm cells in B6.PWD-Chr X.1s compared to other three partial consomics and B6 males (p<0.05 t-test, Fig. 2). The analysis of partial consomic strains independently confirmed the *Hstx1* localization to the same 4.7 Mb interval of Chr X that carries *Hstx2*. However, because B6.PWD-Chr X.2 males did not show high frequency of abnormal sperm in spite of their *Hstx1^PWD^* allele, we assumed that *Hstx1* needs to interact with another genetic factor from the proximal region of Chr X^PWD^ to manifest the abnormal sperm phenotype (Fig. 2, see also [33]).

### *Hstx1* and *Hstx2* candidate genes

The 4.7 Mb Chr X candidate region of *Hstx1* and *Hstx2* loci carries 11 known protein-coding genes and 20 miRNA genes (Fig. S2). Of these, seven protein-coding genes, namely cancer/testis antigen 2 (C*tag2*), RIKEN cDNA 4930447F04 gene (*4930447F04Rik*), SLIT and NTRK-like family, member 2 (*Slitrk2*), RIKEN cDNA 4933436I01 gene (*4933436I01Rik*), fragile X mental retardation syndrome 1 homolog (*Fmr1*), fragile X mental retardation 1 neighbor (*Fmr1nb*) and AF4/FMR2 family member 2 (*Aff2*) show high expression in adult testis. Of them, *Aff2* is expressed pre-meiotically in spermatogonia, *Fmr1* and *Fmr1nb* show expression in early prophase I, and *Ctag2*, *4930447F04Rik* and *Slitrk2* are expressed in meiotic and postmeiotic cells. 

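Expression was measured in sorted populations of testicular cells from PWD males, an inbred strain derived from wild *M. m. musculus*, and from B6 males, a laboratory strain mainly of *M. m. domesticus* origin. The populations were isolated by flow sorting and comprised prepachytene spermatocytes (leptotene, zygotene and early pachytene), pachytene spermatocytes (mid-late pachytene and diplotene) and spermatids. Each of the 6 groups of strain and population had 2 arrays, 12 arrays in all. The sample labels give an age of 8 to 10 weeks and 15 to 40 ng of RNA isolated with the RNeasy Micro kit, whereas the methods give 60 to 70 days, 20 to 30 ng and the miRNeasy Mini kit. The platform of the deposited table and the hybridization step of the methods name the Affymetrix Mouse Genome 430 array, whereas the normalization step of the methods and the legend of Fig. S3 name the Mouse Gene 1.0ST array. The deposited table holds log2 values of standard probesets that the authors normalized with GCRMA according to the submitters' processing notes, whereas the methods name RMA, given there for the Mouse Gene 1.0ST array, and a custom chip description file with Ensembl genes. From these log2 values, 45037 probesets were tested with limma, which fitted a mean for each of the 6 groups to all 12 arrays. Of these probesets, 34945 named exactly 1 gene, 932 named several genes and 9160 were unnamed. A gene was represented by its probeset with the highest mean, unless another probeset is mentioned. The background level was 4.52 on the log2 scale, the 95th percentile of the means of 39 probesets of genes of other organs such as *Alb* of liver, and 17375 probesets had a mean above it. Where 1 of the groups compared lies below this level, the size of a log fold-change depends on the floor of the array and is approximate. Replicates of a group correlated across probesets with a Pearson coefficient between 0.987 in PWD prepachytene cells and 0.996 in B6 pachytene cells, and probesets are not independent replicates. The labels do not tell whether a replicate number marks an animal. The p-values therefore rest on the spread between the 2 sorted samples of a group, pooled over the 6 groups and moderated by limma. In simulated arrays with the spread of these data, limma called 8% of the probesets changed by 1 on the log2 scale between the strains in pachytene cells, 62% of those changed by 2 and 96% of those changed by 3. The simulation changed only 50 probesets of each size, whereas 5776 were called in this comparison of the real arrays. Its adjustment was therefore stricter, and these shares may understate what could be detected in the real arrays.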

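*Fmr1*, in the brighter of its 2 probesets above the background level, and *Fmr1nb* had their highest values in prepachytene spermatocytes, fell in pachytene spermatocytes of both strains and rose again in spermatids. *Ctag2* rose in spermatids, whereas *Slitrk2* and *Aff2* were not above the background level in any of the 3 populations. *Fmr1*, which encodes an RNA-binding protein, lies on Chr X of GRCm38 from 68678536 to 68717963. Its mean log2 expression in B6 was 13.03 ± 0.00070 (SD, n = 2) in prepachytene, 2.94 ± 0.470 in pachytene and 5.85 ± 0.970 in spermatids. Over both strains the log fold-change was -9.84 (standard error 0.32) from prepachytene to pachytene and 3.32 (standard error 0.32) from pachytene to spermatids, with adjusted p = 8.2e-08 and 8.5e-05 from limma, where the pachytene means lie below the background level in both strains and these sizes are approximate. The second *Fmr1* probeset did not follow it, with log fold-changes of -0.55 from prepachytene to pachytene and -0.03 from pachytene to spermatids (adjusted p = 0.109 and 1.00 from limma). *Fmr1nb*, the neighbour of *Fmr1* (68761839 to 68804561), was at 13.40 ± 0.128 (SD, n = 2) in B6 prepachytene, 4.97 ± 0.0583 in pachytene and 8.47 ± 0.0513 in spermatids. It fell by 8.48 on the log2 scale into pachytene and rose by 3.79 into spermatids over both strains, with adjusted p = 2.2e-06 and 5.4e-04 from limma. *Ctag2* (65047644 to 65049017) had a mean in B6 of 6.07 ± 0.0108 (SD, n = 2) in prepachytene, 7.00 ± 0.0497 in pachytene and 10.97 ± 0.122 in spermatids. Its log fold-change was 3.62 from pachytene to spermatids (standard error 0.32, adjusted p = 5.6e-05 from limma) and 0.75 from prepachytene to pachytene (standard error 0.32, adjusted p = 0.0705). The latter passed the threshold with arrays centred on probesets above the background level (1.11, adjusted p = 0.00612), after repeated quantile normalization (1.40, adjusted p = 0.00600), over probesets above the background level (adjusted p = 0.0316), without PWD prepachytene replicate 2 (1.06, adjusted p = 0.0153) and without PWD pachytene replicate 2 (1.04, adjusted p = 0.0206). *Slitrk2* (66648951 to 66661402) had a mean of 2.76 over the 12 arrays and *Aff2* (69360190 to 69872054) of 3.10. Spermatogonia, in which the paper places *Aff2*, were not among the sorted populations. *4930447F04Rik* was not analysed here.

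**Figure D1:**
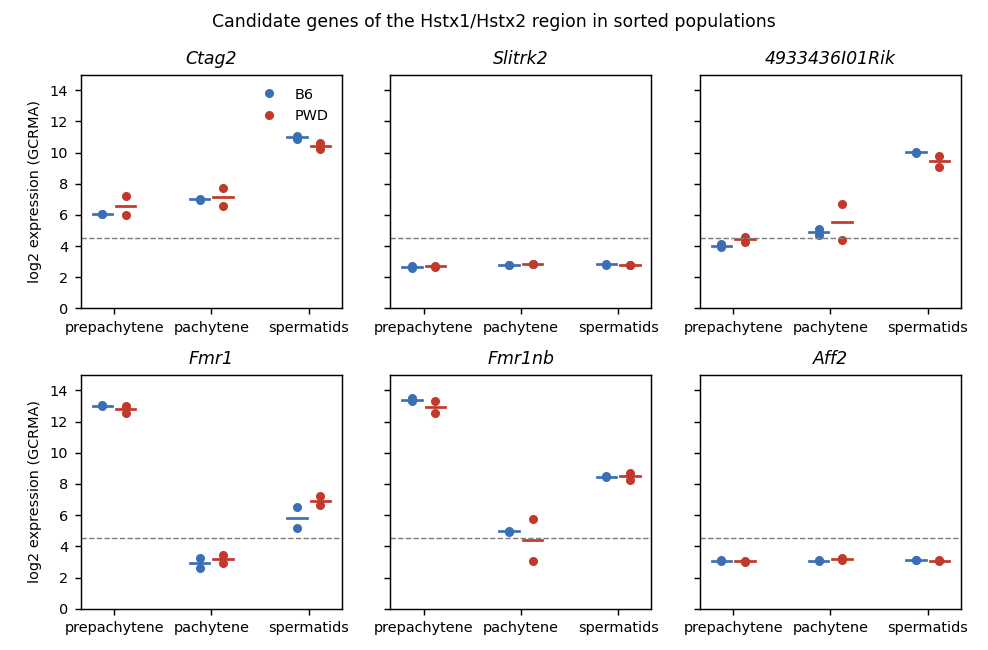
Log2 expression of the 6 candidate genes on each of the 12 arrays, by population (horizontal axis) and strain (blue, B6; red, PWD). Points are arrays, short lines are means of 2 arrays, and the dashed line is the background level of 4.52, which *Slitrk2* and *Aff2* do not reach on any array.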

Finally, *4933436I01Rik* is expressed in haploid cells. 

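*4933436I01Rik* was strongly expressed in spermatids of both strains and was near the background level in spermatocytes. The gene lies on Chr X of GRCm38 from 67919864 to 67921450. In B6 the mean log2 expression was 4.04 ± 0.142 (SD, n = 2) in prepachytene, 4.91 ± 0.307 in pachytene and 10.00 ± 0.0547 in spermatids. In PWD it was 4.45 ± 0.228 (SD, n = 2) in prepachytene, 5.54 ± 1.59 in pachytene and 9.43 ± 0.482 in spermatids. Over both strains the log fold-change from pachytene to spermatids was 4.49 (standard error 0.44, adjusted p = 9.0e-05 from limma). The log fold-change of 0.98 from prepachytene to pachytene did not pass the threshold (standard error 0.44, adjusted p = 0.0774 from limma), but did so over probesets above the background level (adjusted p = 0.0312), after repeated quantile normalization (1.50, adjusted p = 0.0172), with arrays centred on probesets above the background level (1.34, adjusted p = 0.0120) and without PWD pachytene replicate 2 (1.55, adjusted p = 7.6e-04). In the last case PWD pachytene cells rest on replicate 1, which was at 6.67 against 4.42 in replicate 2 and stood nearer to spermatids in many genes.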

Sorted populations of testicular cells from PWD and B6 strains and immature 14.5 dpp testes of their reciprocal hybrids did not show significant differences in relative mRNA expression levels of six meiotic and/or postmeiotic genes (Fig. S3). 

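None of the 6 measured candidate genes differed significantly between PWD and B6 in prepachytene spermatocytes, pachytene spermatocytes or spermatids. The log fold-change of PWD versus B6 in prepachytene was 0.51 in *Ctag2*, 0.41 in *4933436I01Rik*, -0.25 in *Fmr1* and -0.45 in *Fmr1nb*, with adjusted p between 0.578 and 0.838 from limma. In pachytene the corresponding values were 0.14, 0.64, 0.25 and -0.55, with adjusted p between 0.536 and 0.896 from limma. In spermatids *Ctag2* had a log fold-change of -0.55, *4933436I01Rik* of -0.58 and *Fmr1nb* of 0.03. *Fmr1* in spermatids had the smallest p of all 18 comparisons, with a log fold-change of 1.08 (95% interval 0.02 to 2.13) and adjusted p = 0.209 from limma. It was the only one of these with an unadjusted p under 0.05, and it was at 0.276 when adjusted over the list alone. The second *Fmr1* probeset above the background level was lower in PWD in pachytene, at 5.40 against 6.33 in B6 (log fold-change -0.93, 95% interval -1.84 to -0.02, unadjusted p = 0.0469 and adjusted p = 0.159 from limma). The 95% intervals in pachytene ran from -0.92 to 1.20 in *Ctag2*, from -0.81 to 2.08 in *4933436I01Rik* and from -2.22 to 1.13 in *Fmr1nb*, so that differences within these bounds are not excluded. The brighter *Fmr1* probeset was below the background level in pachytene in both strains and sets no bound there. In *Fmr1nb* the PWD pachytene mean of 4.42 also lay below this level (5.76 in replicate 1 and 3.08 in replicate 2), so its bounds are approximate. *4933436I01Rik* was below it in prepachytene in both strains (4.04 in B6 and 4.45 in PWD), so its 0.41 there carries little information. *Slitrk2* and *Aff2* were not above the background level in either strain. The strain difference of none of these genes depended on the population, with adjusted p from 0.294 in *Fmr1* to 0.873 in *Fmr1nb* from limma. Single arrays changed the call in 3 cases: *Fmr1nb* in pachytene was lower in PWD without PWD pachytene replicate 1 (-1.89, adjusted p = 0.0129 from limma), *4933436I01Rik* in pachytene was higher without PWD pachytene replicate 2 (1.76, adjusted p = 0.0204), where only the replicate with higher values of 23 of 28 spermatid genes is left, and *Fmr1* in spermatids was higher without B6 spermatids replicate 1 (1.77, adjusted p = 0.0318). The 6 genes measured here include *Aff2* and lack *4930447F04Rik*, and so need not be the 6 of the paper. The paper states that 6 meiotic or postmeiotic genes did not differ significantly in sorted cells, for which the legend of Fig. S3 names the Mouse Gene 1.0ST array, or in immature hybrid testes, which were not analysed here, and goes on to the miRNA genes of the region.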

All 20 miRNAs in the candidate region are expressed in male germ cells but do not undergo meiotic sex chromosome inactivation (MSCI) [34]). Only the Mir465^PWD^ cluster displayed a significant increase of expression in the first meiotic prophase of PWD and B6 sorted testicular cells (Figure 3A, B). The miRNA expression profiling of sterile (PWD×B6)F1 and fertile (B6×PWD)F1 14.5dpp testes showed 1.5- to 2-fold upregulation of *Mir883b-3p*, *Mir465a/b/c-3p* and *Mir465a/b -5p* in sterile males, while *Mir743a*, *Mir743-5p*, *Mir880* and *Mir465c-5p* showed 1.2- to 4-fold down-regulation (Figure 3C, D).

**Figure 3:**
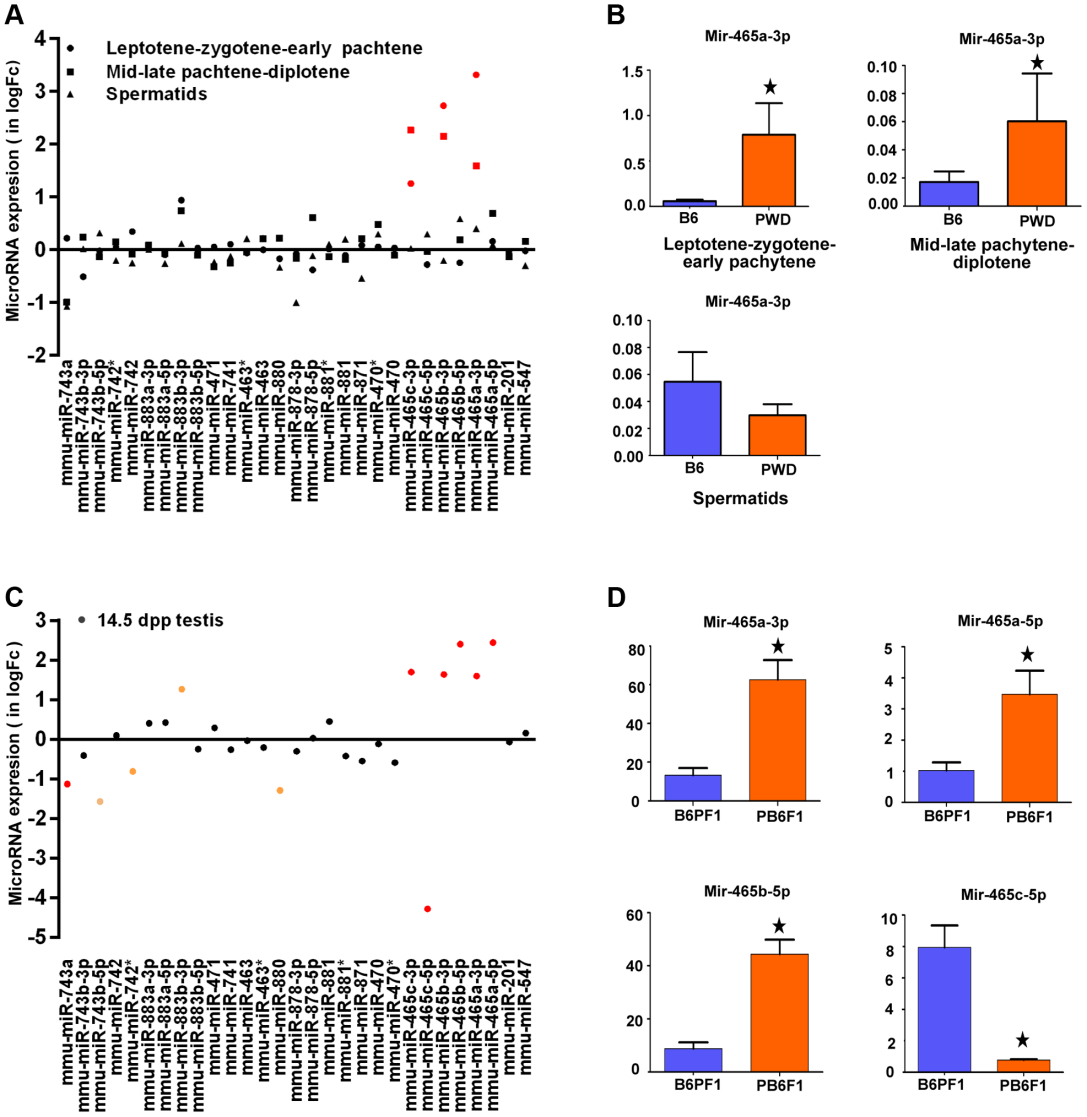
Expression profiling of a cluster of MiRNA genes within the *Hstx1/Hstx2* critical region. (A) Log fold-change of expression ratio of PWD versus B6 MiRNA genes in flow-sorted testicular cells. Significant overexpression of Mir465 cluster in PWD germ cells is shown in red. (B) Validation of Mir465 overexpression in PWD primary spermatocytes by qRT PCR. Data normalized to U6 non-coding RNA (C) Log fold-change of expression ratio of MiRNA genes in (PWD×B6)F1 versus (B6×PWD)F1 (abbreviated PB6F1 and B6PF1) 14.5 d old testes. Significant upregulation in red (P<0.05). (D) qRT PCR validation of differences in Mir465 expression. Data normalized to Mir152.

Re-sequencing candidate genes from PWD genomic DNA and BAC clones [35] and inspection of the PWD exome sequence revealed seven non-synonymous substitutions of the *4933436I01Rik* PWD allele compared to B6 (see also [36]). Of the remaining genes, *Aff2* carries five, *Fmr1nb* and *Slitrk2* carry two, *4930447F04Rik* and C*tag2* carry one, and *Fmr1* does not carry any non-synonymous substitution. Inspection of Sanger Institute Mouse Genome Project (http://www.sanger.ac.uk/resources/mouse/genomes/) confirmed the same SNPs for PWK, a closely related *Mmm* inbred strain. Search of miRNA sequences revealed one SNP in the seed sequence of *Mir743a*, changing AAAGACA in B6 to AAAGACG in PWD (Table 1).

**Table 1:** Missense SNPs of candidate genes in the *Hstx1/Hstx2* critical region on Chr X.

Gene Symbol	SNP position^a^	B6	PWD	PWK	dN∶dS^b^
*Ctag2*	65 047 953	T	G	G	0.57
*4930447F04Rik*	66 303 564	A	C	C	0.54
*Slitrk2*	66 655 874	A	G	G	0.11
	66 656 111	A	G	G	
*Mir743*	66 776 774	T	C	C	-
*4933436I01Rik*	67 920 137	C	T	T	0.82
	67 920 143	T	G	G	
	67 920 312	G	T	T	
	67 920 431	T	A	A	
	67 920 805	T	A	A	
	67 920 818	C	T	T	
	67 920 822	T	G	G	
*Fmr1*	-	-	-	-	0.06
*Fmr1nb*	68 762 025	C	G	G	0.65
	68 769 064	T	A	A	
*Aff2*	69 544 913	A	G	G	0.20
	69 830 745	C	T	T	
	69 830 760	C	G	G	
	69 830 782	A	T	T	
	69 834 780	G	A	A	

a SNPs for protein coding genes were extracted from the PWD exome sequence compared to B6 reference genome (GRCm38) and confirmed by classical re-sequencing. PWK SNPs were obtained from Sanger Institute Mouse Genome Project.

b Rate of protein evolution is based on one to one comparison with rat orthologs. (GRCm37).

Reproductive isolation genes in *Drosophila* and in mouse have been shown to evolve rapidly and to undergo positive selection [37]–[39]. Three of the candidates for the *Hstx1*/*2* locus, *Ctag2*, *4933436I01Rik* and *Fmr1nb*, displayed an elevated rate of protein evolution (Table 1). In particular, *4933436I01Rik* is among the most rapidly evolving genes on Chr X [40], [41], showing weak but significant expression in primary spermatocytes and strong post-meiotic expression [42], https://www.genevestigator.com/gv/). *Fmr1nb*, another possible candidate, shows high expression in pre-pachytene spermatocytes [43].

### Intrasubpecific autosomal polymorphisms suppress asymmetry of HS

The ability of *Hstx2^B6^* to rescue the meiotic arrest of *Mmm*×*Mmd* F1 hybrids is subject to intrasubspecific *Mmm* polymorphisms. While asymmetric male sterility of (PWD×B6)F1 hybrids depends on the presence of the *Hstx2^PWD^* allele, another inbred strain derived from *Mmm*, known as STUS produces fully sterile F1 hybrid males with B6 mice regardless of the direction of the cross [44]. To map the STUS/PWD autosomal allelic variants that ensure full intrameiotic arrest in males carrying *Mmm* Chr X^B6^, we genotyped 84 test-cross males from crosses of B6 females with (PWD×STUS)F1 or (STUS×PWD)F1 males. QTL analysis of the sperm count (binomial, sperm cells present or absent) revealed QTLs on Chr 3, Chr 9 and Chr 13, while QTL for the testes weight mapped on Chr 3 and Chr 13 (Fig. 4). The reciprocal cross of (STUS×PWD) females with B6 males yielded only sterile male offspring without sperm in *ductus epididymis* (Table S3), strongly indicating that these autosomal QTLs interact with *Mmm* Chr X^B6^. Several interesting candidate genes with meiotic functions have been found in these QTL regions, including *Hormad1*, *Sycp1*, *H2afx* or *Msh3* (Table S4). Admittedly, 1.5-LOD support intervals of the QTLs proved quite large and none of the selected candidates displayed a dN/dS ratio indicative of their rapid evolution.

**Figure 4:**
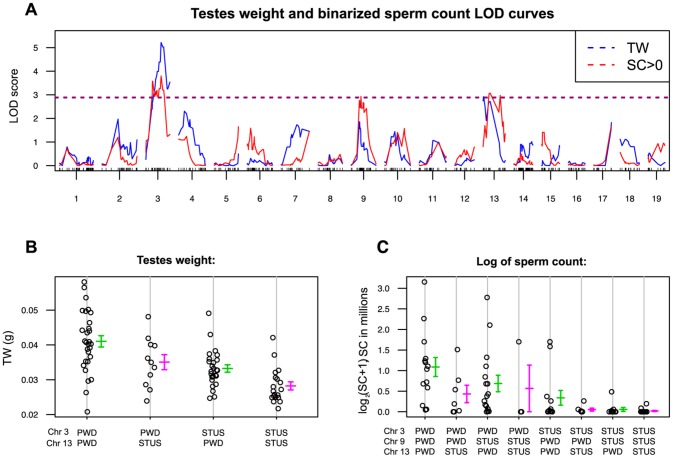
Single QTL scan for autosomal loci supporting *Hstx2* independent intrameiotic arrest of (*Mmd*×*Mmm*)F1 intersubspecific hybrids. (A) Testes weight QTLs (red) reached significance on Chrs 3 (marker UNC030163295, Chr3: 104,320,699) and 13 (JAX00357337 Chr 13:47,975,634) and QTLs for sperm count on Chrs 3, 9 (JAX00171568, Chr 9:56,491,601) and 13. Sperm count was evaluated as a binary trait (SC = 0, SC>0). (B) and (C) Additive effect of QTLs on testes weight and sperm count. For map positions and possible candidate genes see Table S4.

### *Hstx2* affects meiotic pairing and spermatogenic differentiation

The meiotic arrest of (PWD×B6)F1 hybrid males is associated with failure of proper synapsis of homologous heterosubspecific autosomes, delay of DNA double-strand break (DSB) repair on unsynapsed autosomes and dysregulation of meiotic sex chromosome inactivation (MSCI) at the first meiotic prophase. However, full fertility and complete autosomal synapsis is restored when Chr 17 is PWD/PWD consubspecific on otherwise PWD/B6 F1 background [22]. Here we focused on the fertility parameters and pachytene chromosome synapsis in F1 hybrid males differing at the *Hstx2* locus (Fig. S4A–E). The *Hstx2^PWD^* allele in (B6.PWD-Chr X.1s×PWD) hybrid males ensured full sterility, meiotic arrest at mid-late pachynemas, almost absent diplotene spermatocytes and a lack of sperm. Immunostaining of SYCP3 and SYCP1 components of lateral and central elements of synaptonemal complexes or HORMAD2 protein revealed unsynapsed autosomes in >90% of pachynemas of both, (PWD×B6) and (B6.PWD-Chr X1s×PWD) F1 hybrid males. The super-resolution structured illumination microscopy documented irregular spots of SYCP1 on some univalents and nonhomologous synapsis and/or translocations (Fig. 5), resembling “tangles” observed in pachynemas with reduced frequency of DSBs [45]. In contrast, (B6.PWD-Chr X.1×PWD) males carrying *Hstx2^B6^* were semifertile, with partial meiotic arrest at late pachytene stage. Only 34% of pachynemas showed asynapsis of one or two pairs of autosomes (Fig. S4A–E). It can be concluded that in F1 hybrid males the *Hstx2^B6^* allele partially restores fertility and significantly reduces the frequency of pachynemas with asynapsis and the number of unsynapsed autosomes per cell.

**Figure 5:**
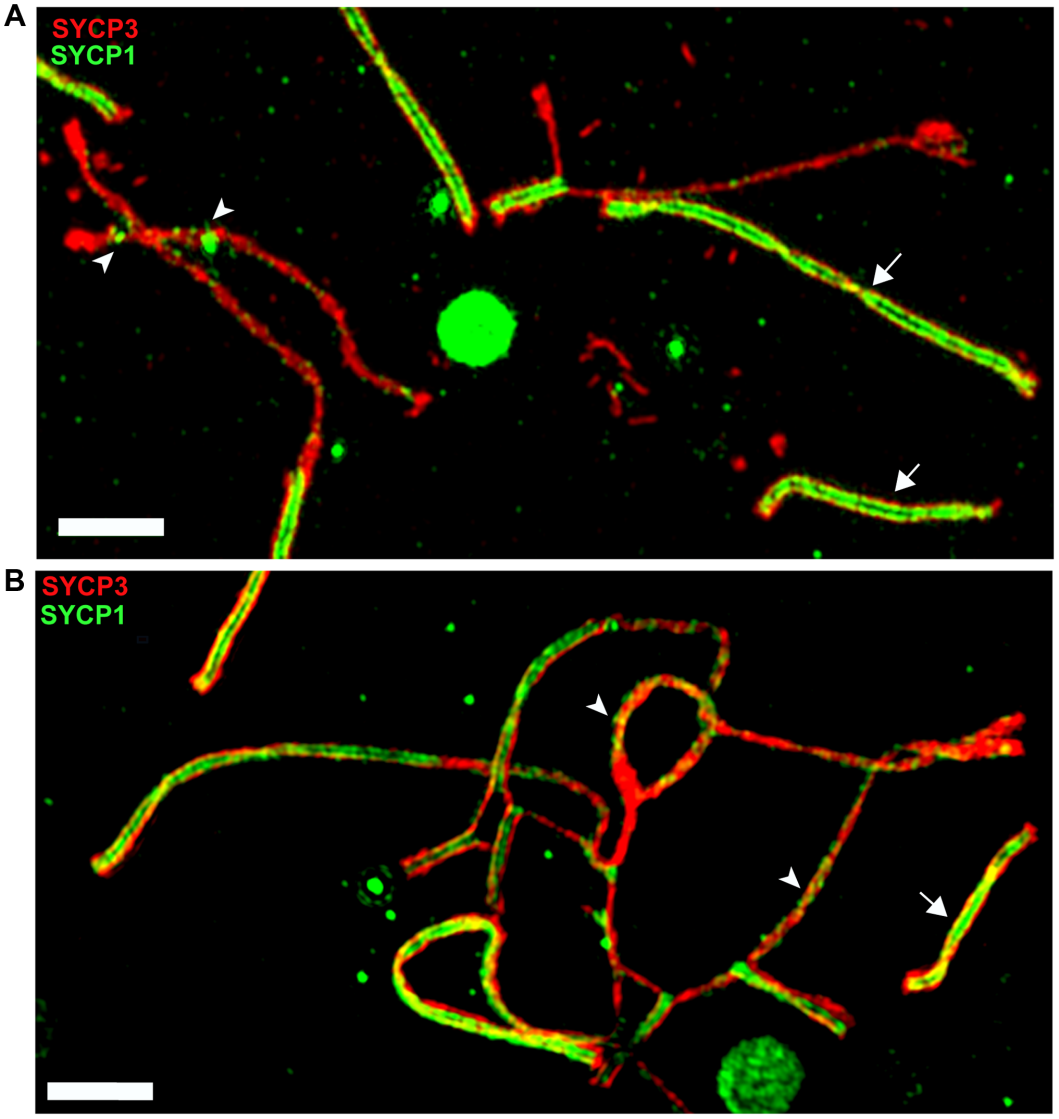
Super-resolution microscopy of synaptonemal complexes on spreads of (B6.PWD-Chr X.1s×PWD) pachytene spermatocytes. (A) Detail of a pachytene spermatocyte of a sterile male immunostained by SYCP3 (red) and SYCP1 (green) antibodies. Properly synapsed bivalents (arrows) show two parallel threads of transverse filaments decorated by SYCP1 antibody which form the central region embedded in SYCP3 lateral elements. Unsynapsed chromosomes lack transverse filaments but display some irregular SYCP1 spots (arrowheads). (B) Example of a nonhomologous pairing and/or translocations, and asynapsis in pachynema of (B6.Chr X.1s×PWD)F1 sterile male. Bar 2000 nM.

To test whether the occurrence of meiotic asynapsis is not limited to the (PWD×B6) strain combination, we checked chromosome synapsis in pachytene spermatocytes of (STUS×B6)F1 and (PWD×SCHEST)F1 hybrids. SCHEST is a wild-derived strain of *Mmd* (J.P., unpublished). Both F1 hybrids were sterile, showing no sperm (STUS×B6) or few sperm (PWD×SCHEST, <0.9 mil.) in *ductus epididymis*. In both cases >90% of pachytene spermatocytes revealed multiple pairs of unsynapsed autosomes (Fig. S5A, B). Thus, asynapsis in *Mmm*×*Mmd* intersubspecific hybrids is a more general phenomenon, not confined to the incompatibilities between B6 and PWD genome.

### *Hstx2* and *Hst1/Prdm9* regulate male but not female asynapsis of heterosubspecific homologs

Asynapsis preferentially affects autosomal pairs with heterosubspecific homologs, and their pairing failure is strongly influenced by the *Prdm9* and *Hstx2* genes in sterile hybrid males ([22] and above). We asked whether the genetic control of meiotic asynapsis differs between male and female gametogenesis of intersubspecific hybrids. The pachytene chromosome asynapsis was not observed in PWD and B6 spermatocytes, but occurred in 14% and 29% of pachytene oocytes of the same genotype. In (PWD×B6)F1 hybrid females, 47.5% of pachynemas showed asynapsis, but contrary to the F1 hybrid males the frequency of asynaptic oocytes was not dependent on the *Prdm9* and *Hstx2* genotypes (Fig. 6A, B). The conclusion was reached from the comparison of male and female meiosis in hybrids between particular consomics and PWD. Thus, 46% of (PWD×B6.PWD-Chr 17)F1 pachytene oocytes displayed asynapsis that was completely absent in spermatocytes of the same genotype. Moreover 46.5% and 44% of oocytes of (B6.PWD-Chr X.1×PWD)F1 and (B6.PWD-Chr X.1s×PWD)F1 hybrids showed asynaptic autosomes (Fig. 6B), compared to 34.1% and 96.4% of pachynemas of the corresponding male genotypes. It can be concluded that contrary to male meiosis, Chr 17 and *Hstx2* do not change the overall frequency of asynaptic pachynemas in female meiosis of intersubspecific hybrids. However, detailed analysis of female hybrids consubspecific for Chr 17^PWD^ showed a lower number of unsynapsed autosomes per cell (p<0.01) when compared with the other intersubspecific F1 hybrid genotypes (Fig. 6C). Thus, *Prdm9/Hst1* and/or some other genes on Chr 17 exert a limited effect on asynapsis in female hybrids as well. The elevated incidence of asynaptic oocytes predetermined to elimination in intersubspecific ovaries was reflected by a reduced ratio of diplotene/pachytene oocytes in ovarian cell spreads (Fig. 6D).

**Figure 6:**
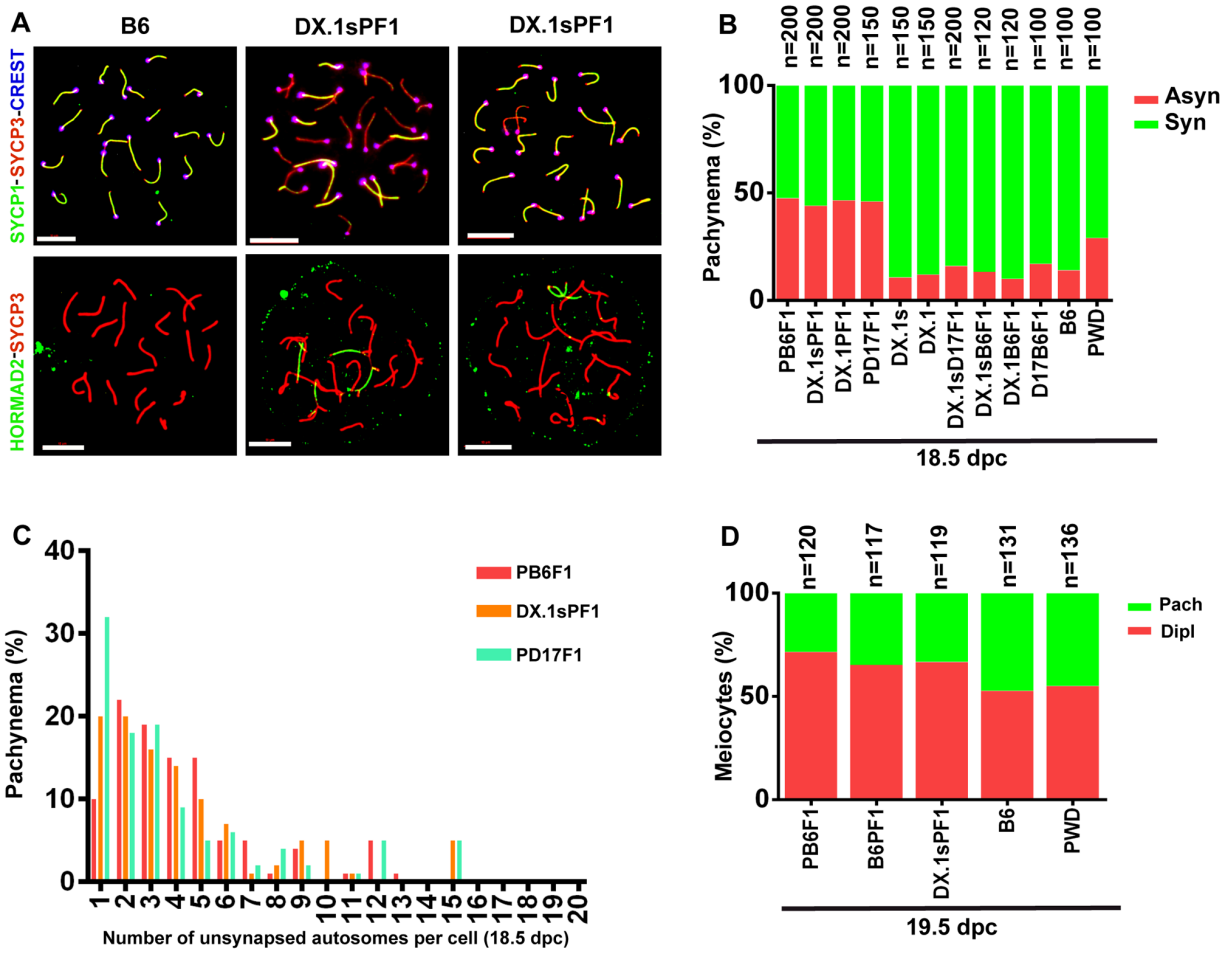
Meiotic asynapsis in female hybrids. Abbreviations of consomic strains and their hybrids: DX.1 – B6.PWD-Chr X.1; DX.1PF1 – (B6.PWD-Chr X.1×PWD)F1; DX.1sPF1 – (B6.PWD-Chr X.1s×PWD)F1; DX.1B6F1 – (B6.PWD-Chr X.1×B6)F1; DX.1sB6F1 – (B6.PWD-Chr X.1s×B6)F1; DX.1sD17F1 – (B6.PWD-Chr X.1s×B6.PWD-Chr 17)F1; D17B6F1 – (B6.PWD-Chr 17×B6)F1; B6PF1 – (B6×PWD)F1, PB6F1 – (PWD×B6)F1; PD17F1 – (PWD×B6.PWD-Chr 17)F1. (A) Chromosome synapsis in pachytene oocytes of B6 and (B6.PWD-Chr X.1s×PWD)F1 18.5–19.5 dpc female fetuses was analyzed by combination of SYCP1, SYCP3 and CREST (centromeric heterochromatin) immunostaining or by HORMAD2 and SYCP3 to detect unsynapsed chromosomes. Bar, 10 µm. (B) The frequency of oocytes showing one or more asynaptic chromosomes is similar (>40%) irrespective of *Hstx2* and *Prdm9/Hst1* genotype. (C) Although the (PWD×B6), (B6.PWD-Chr X.1s×PWD), (B6.PWD-Chr X.1×PWD) and (B6.PWD-Chr 17×PWD)F1 hybrid females do not differ in percentage of pachytene oocytes with asynapsis, the (B6.PWD-Chr 17×PWD)F1 females, conspecific for Chr 17^PWD^, carry significantly less asynapsed chromosomes per cell. (D) The frequency of diplonemas in spread oocyte preparations was significantly lower (p<0.01, χ^2^ test) in intersubspecific hybrids than in parental inbred strains..

### Heterosubspecific but not consubspecific homologs are sensitized to asynapsis in female intersubspecific hybrids as well

We have shown that consubspecific (PWD/PWD) homologous autosomes evade asynapsis in otherwise heterosubspecific (PWD/B6) genomic background of hybrid males. The finding indicated a *cis*-type of asynapsis control based on some kind of mismatch between orthologous chromosomes of *Mmm* and *Mmd* origin [22]. Considering the difference between male and female hybrids in the overall frequency of asynapsis and the male-limited effect of HS genes we asked whether the mismatch of heterosubspecific homologs lowering their synapsis efficiency also operates in female meiosis.

For this purpose we analyzed primary oocytes of female hybrids between PWD and chromosome substitution strains carrying Chr 17^PWD^, Chr X.1^PWD^ or Chr X.1s^PWD^, respectively. We compared the efficacy of meiotic synapsis of consubspecific (PWD/PWD) Chr 17 and Chr X homologs with matching heterosubspecific pairs in (PWD×B6)F1 pachytene oocytes and oocytes from the parental controls. Using the whole-chromosome DNA FISH we also visualized Chrs 2, 16, 18, 19 and X. In (PWD×B6)F1 pachynemas Chr 2 showed the lowest incidence of asynapsis. The frequency of univalents of small autosomes 16, 17, 18 and 19 varied between 18% and 49% in asynaptic pachytene oocytes. Strikingly, Chr X displayed the highest frequency (64%) of asynapsis (Table 2).

**Table 2:** Asynapsis of individual chromosomes in pachytene oocytes of intersubspecific F1 hybrids and parental controls.

	Frequency of asynaptic chromosomes in pachytene oocytes^a^						
Genotype^b^	Chr 2	Chr 16	Chr 17	Chr 18	Chr 19	Chr X	Any Chr
**B6**			16.3 (2.8) n = 43			54.9 (9.3) n = 51	17.0 N = 100
**PWD**			15.9 (4.6) n = 138			55.8 (16.2) n = 138	29.0 N = 100
**DX.1sD17F1**			15.2 (2.4) n = 46			30.0 (4.8) n = 50	16.0 N = 200
**PB6F1**	9.8 (4.6) n = 102	23.0 (10.9) n = 61	17.8 (8.4) n = 146	49.4 (23.7) n = 81	30.0 (14.4) n = 60	64.0 (30.7) n = 150	48.0 N = 200
**DX.1sPF1**			25.6 (11.3) n = 156			**5.6 (2.5)** n = 178	44.0 N = 200
**PD17F1**			**0 (0)** n = 119			55.4 (25.5) n = 112	46.0 N = 150

a Each column represents the sum of two or three independent biological replicas. Asynapsis of each Chr was measured in a separate experiment in a separate set of cells. Incidence of asynapsis of a particular Chr is shown for cells with at least one asynapsis. Value in parenthesis is an estimate of overall frequency of asynapsis of a given Chr considering the overall frequency of cells with any asynapsis (Any Chr column). n - number of cells with asynapsis. N - total number of cells examined.

b Abbreviations: DX.1sD17F1 – (B6.PWD-Chr X.1s×B6.PWD-Chr 17)F1, DX.1sPF1 – (B6.PWD-ChrX 1s×PWD)F1, PD17F1 – (PWD×B6.PWD-Chr 17)F1.

The asynapsis of consubspecific Chr 17^PWD/PWD^ homologs dropped to zero in (PWD×B6.PWD-Chr 17)F1 oocytes, although the total frequency of pachynemas with asynapsis was the same as in (PWD×B6) hybrids. In (PWD×B6.PWD-Chr X.1s)F1 oocytes, 69.9 Mb of the centromeric part of Chr X was consubspecific for the PWD sequence, while the end of the chromosome, 101.4 Mb in length, was PWD/B6 heterosubspecific. Nevertheless, the partial PWD homozygosity was sufficient to reduce Chr X asynapsis from 64% down to 5.6% of pachytene oocytes (Table 2). It can be concluded that asynapsis in intersubspecific female and male hybrids follows the same rule, depending on yet unspecified sequence incompatibility between individual homologs of *Mmm* and *Mmd* origin.

### Pursuing the dominance theory of Haldane's rule

To explain Haldane's rule of hybrid sterility, the dominance theory posits the recessive nature of X-linked variants that disrupt gametogenesis in hemizygous (XY) but not in homozygous (XX) sex [9]. In its most straightforward interpretation the F1 hybrid females should be sterile in the same way as their hemizygous male sibs if their genotype were made homozygous for an incompatible Chr X variant. We constructed such genotype by crossing consomic females B6.PWD-Chr.X.1s with PWD males. The resulting female hybrids were PWD/B6 heterosubspecific for the whole autosomal genome but consubspecific for proximal 69.9 Mb of Chr X^PWD^, encompassing the *Hstx1/2* hybrid sterility locus. Contradicting the simple interpretation of Muller's dominance hypothesis the (B6.PWD-Chr.X.1s×PWD)F1 hybrid females were fully fertile, as were the parental controls (Table S5). However, the results were concordant with the testis-specific function of *Hstx2^PWD^*. Thus, to follow the dominance theory, the preponderance of male-limited HS in species with heterogametic sex could be explained by a predominance of recessive, compared to dominant, mutations of HS genes and their male-limited expression. Admittedly, the latter premise is in conflict with HS obeying the Haldane's rule in birds and *Lepidoptera*.

## Discussion

### The role of *Hstx2* in F1 hybrid sterility

Disproportionate involvement of Chr X in HS has been well documented in classical studies of *Drosophila* hybrids (for review see [46], [47]) and repeatedly reported in hybrids of the house mouse subsp [27], [33], [36], [48]. The introgression of Chr X^PWD^ of *Mmm* into *Mmd* B6 genetic background resulted in abnormal sperm morphology and inability to fertilize eggs. This phenotype is controlled mainly by the *Hstx1* locus supported by additional loci on Chr X [33]. With the aim to positionally clone the *Hstx2* gene we narrowed down the critical region to a 4.7 Mb interval (Chr X: 64.88 Mb–69.58 Mb) and showed that it also carries the *Hstx1* locus. In contrast to *Hstx1* phenotype, the intrameiotic arrest is controlled from a single *Hstx2* locus on Chr X. The *Hstx2/Hstx1* critical interval is overlapped by and may be identical with the 8.4 Mb QTL responsible for the sterilizing effect of *Mmm* Chr X^PWK^ introgressed into the genetic background of *Mmd* LEWES inbred strain [30]. Using the position on Chr X, spermatogenic expression, and dN∶dS ratio Good and coworkers [41] predicted nine candidate genes for X-linked hybrid sterility, three of which (*Ctag2*, *4933436I01Rik* and *Fmr1nb*) also occur in the present list of *Hstx1/2* candidates. Moreover, the *Sha2* locus of the Japanese house mouse *Mus m. molossinus* [49], potentially identical with *Hstx1*, maps to the same interval. *Sha2* is responsible for spermiogenic arrest in B6 males carrying Chr X*^M.m.molossinus^* introgression [49]. Among the candidate genes in the region, *Fmr1nb* and *4933436I01Rik* are expressed in the appropriate cell type during germ cell differentiation and display two and seven non-synonymous substitutions, respectively. 

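*Fmr1nb* fell between prepachytene and pachytene spermatocytes and rose in spermatids in each strain, and *4933436I01Rik* rose between pachytene spermatocytes and spermatids in each strain. The log fold-change of *Fmr1nb* into pachytene was -8.43 in B6 and -8.53 in PWD (standard error 0.72 each, adjusted p = 2.9e-05 and 2.8e-05 from limma), and into spermatids it was 3.50 in B6 and 4.08 in PWD (adjusted p = 0.00759 and 0.00369). *4933436I01Rik* had a log fold-change into spermatids of 5.10 in B6 and 3.88 in PWD (standard error 0.62 each, adjusted p = 4.8e-04 and 0.00226 from limma). The difference of this change between the strains was -1.21 (standard error 0.88, adjusted p = 0.400 from limma), and for *Fmr1nb* it was 0.58 (standard error 1.02, adjusted p = 0.763).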

The critical region also contains the *Mir465* cluster of miRNA genes, which show a significant difference in expression between reciprocal F1 hybrids. Moreover, *Mir743a* carries a single SNP in its seed sequence. Admittedly, the *Hstx1/Hstx2* candidate region is still too large to finalize the list of *Hstx2/Hstx1* candidate genes. Recently, many ampliconic genes on the mouse and human Chr X were shown to be unique for a given species and expressed predominantly in testicular germ cells [50]. These features make them potential candidates for reproductive isolation genes. The *Hstx1/Hstx2* critical region is flanked by amplicons *4930527E24Rik* and *Xlr* (amplicons 7 and 9 in [51]). However, none of the candidate protein-coding genes or *Mir* genes is located within a known amplicon and all protein-coding candidates have an ortholog in other mammalian species.

The incompatible alleles of major HS loci are not fixed to homozygosity within *Mmm* and *Mmd* subspecies, in agreement with the idea of the early stage of their speciation. *Hst1/Prdm9* is polymorphic for “sterility” and “fertility” alleles in natural populations and in inbred strains [23], [44], [52] and the same is true for the X-linked HS QTLs [44], [53]. The asymmetric contribution of *Mmm* and *Mmd* genomes to HS of reciprocal hybrids reveals polymorphic control as well. Chr X^B6^ causes meiotic arrest depending on PWD/STUS polymorphic modifiers on Chrs 3, 9 and 13.

The proximal part of Chr X carries loci for major incompatibilities also outside the *Mus musculus* group of mouse subpecies. Introgression of Chr X of *Mus spretus* into B6 inbred strain reduced testes weight and fertility [54], with the largest LOD score mapping approximately 10 Mb proximal to the *Hstx1/Hstx2* region. The males were semifertile, with many tubules containing normally developing spermatozoa but some tubules completely devoid of germ cells. The testes of (*Mus macedonicus*×B6) F1 hybrid males displayed premeiotic block with Sertoli cells and dividing spermatogonia. The QTL analysis of a backcross population revealed two major loci, again on Chr 17 and Chr X, but with positions distal to *Prdm9* and to *Hstx1/Hstx2* loci, respectively [55]. These crosses confirmed the large X-effect in mice but did not reveal common HS genes beyond the group of house mouse subspecies.

Laboratory crosses of wild-derived inbred strains continue to reveal new details about the genetic control and mechanistic basis of hybrid sterility, but their direct role in speciation is less clear. In an alternative approach, evolutionary biologists collect wild mice from the house mouse hybrid zone to analyze the introgression of (sub)species-specific DNA markers. Because this approach can reflect all kinds of incompatibilities restricting the gene flow, the results are usually complex, uncovering multiple regions on autosomes and Chr X. Nonetheless, at least two common themes have emerged from the field data and laboratory crosses, namely the large X-effect and a specific role of 60 Mb–80 Mb interval of Chr X in reproductive isolation of *Mmm/M. m. molossinus* and *Mmd* [16], [17], [56], [57]

### The role of meiotic chromosome asynapsis in intersubspecific reproduction barrier

More than 90% of primary spermatocytes of sterile *Mmm*×*Mmd* F1 hybrids fail to synapse properly their chromosomes at the pachytene stage of meiosis. Unsynapsed autosomes carry DMC1/RAD51 foci on unrepaired DSBs and are decorated by the phosphorylated form of histone H2AFX. The sex body containing X and Y chromosomes is often malformed or disappears, and transcriptional inactivation of sex chromosomes (MSCI) is disrupted [22], [58]. Such failure of chromosomes to synapse can be under *trans*- or *cis*-control. Mutations of various meiotic genes involved directly or indirectly in meiotic chromosome pairing and synapsis cause asynapsis of multiple autosomes *in trans* [59]. A null allele of the *Prdm9* gene on *Mmd* background causes male and female sterility associated with asynapsis and failure to form the sex body [60], the phenotype similar to sterile *Mmm*×*Mmd* hybrids [22], [24]. Null mutations of *Sycp1*, *Hormad1* or *Mei4*, the candidate genes regulating the *Hstx2*-controlled asymmetry of HS, also cause asynapsis. Contrary to genes acting *in trans*, certain structural mutations of chromosomes such as translocations or inversions can cause local, *cis*-acting asynapsis, followed by meiotic arrest and sterility [43], [61]–[63]. To distinguish between the *trans*- and *cis*- control of asynapsis in sterile *Mmm*×*Mmd* males, we modified the F1 hybrids using the intersubspecific chromosome substitution strains B6.PWD-Chr# [20]. In (B6.PWD-Chr#×PWD)F1 hybrids we compared the ability of consubspecific and heterosubspecific (PWD/PWD vs PWD/B6) chromosomes to synapse on otherwise F1 hybrid background. These experiments clearly showed that asynapsis is regulated primarily *in cis*, because heterosubspecific chromosome pairs in male as well as in female meiosis were more prone to failure to synapse. The sensitivity of heterosubspecific chromosome pairs to asynapsis was strongly modified *in trans* by the *Prdm9* and *Hstx2* HS genes because only *Prdm9^PWD/B6^* and *Hstx2^PWD^* allelic combinations on F1 hybrid background resulted in asynapsis of multiple autosomes in >90% of pachytene spermatocytes and full meiotic arrest. A few proteins required for meiotic chromosome alignment and pairing have been described [59]; however, the *cis*-acting signals which ensure pairing and synapsis of homologous chromosomes are still unknown. Our assay of meiotic synapsis, comparing the consubspecific versus heterosubspecific pairing homologs, offers a genetic approach to solving the problem. Such experiments are in progress.

### Haldane's rule and male-specific effect of *Hstx2^PWD^* in mouse hybrids

Hybrid sterility affects preferentially heterogametic sex, males in *Drosphila* or mammals, and females in birds and *Lepidoptera*. Several hypotheses have been proposed to explain Haldane's rule, including the dominance theory, the faster-male theory, the faster X theory and meiotic drive [47]. According to Muller's dominance theory, Haldane's rule can be explained by hemizygosity of the X (Z) chromosome in the heterogametic sex. Both, recessive and dominant X (Z)-linked HS genes could control HS in heterogametic sex, but only dominant HS genes could sterilize the homogametic sex. Using attached-X chromosome, Coyne and others tested the prediction by making *Drosophila* hybrid females homozygous for the recessive-acting X chromosome. In *D. simulans*×*D. mauritiana* or *D. sechellia* hybrids the female hybrids carrying two *D. simulans* Chr X were fertile, contrary to the prediction (for review see [47] and references therein). The authors argued that because HS genes are male specific, suggesting extra developmental sensitivity of spermatogenesis relative to oogenesis, their recessive forms manifest DMI in male but not in female gametogenesis. Indeed, the mouse *Hst1/Prdm9* and *Hstx2* are also male-specific HS loci, therefore not contradicting the fertility of female *Mmm*×*Mmd* F1 hybrids homozygous for the *Hstx2^Mmm^* allele. To accommodate the dominance theory with X-linked, male-specific HS genes, their recessive nature could be tested by a dominant transgene from the *Mmm* subspecies.

### A mechanistic model of F1 hybrid sterility

We propose a mechanistic model of HS based on the assumption that *cis*-controlled pachytene asynapsis is the primary cause of apoptosis of primary spermatocytes and sterility in intersubspecific hybrids of the house mouse (Fig. 7). We have found that the number of unsynapsed autosomes per cell varies, indicating that the same type of *cis*-acting mechanism operates on individual autosomes. Although the molecular mechanism of homologous chromosome recognition during meiotic pairing and synapsis is unknown in mammals, one possibility is that fast evolving noncoding DNA and/or RNA sequences interfere with homology search of single-strand 3′ends on heterosubspecific homologs during DSB repair, thus interfering with their synapsis during the first meiotic prophase (see also [45]). Alternatively, the process of homolog recognition can be affected earlier, before meiotic recombination begins.

**Figure 7:**
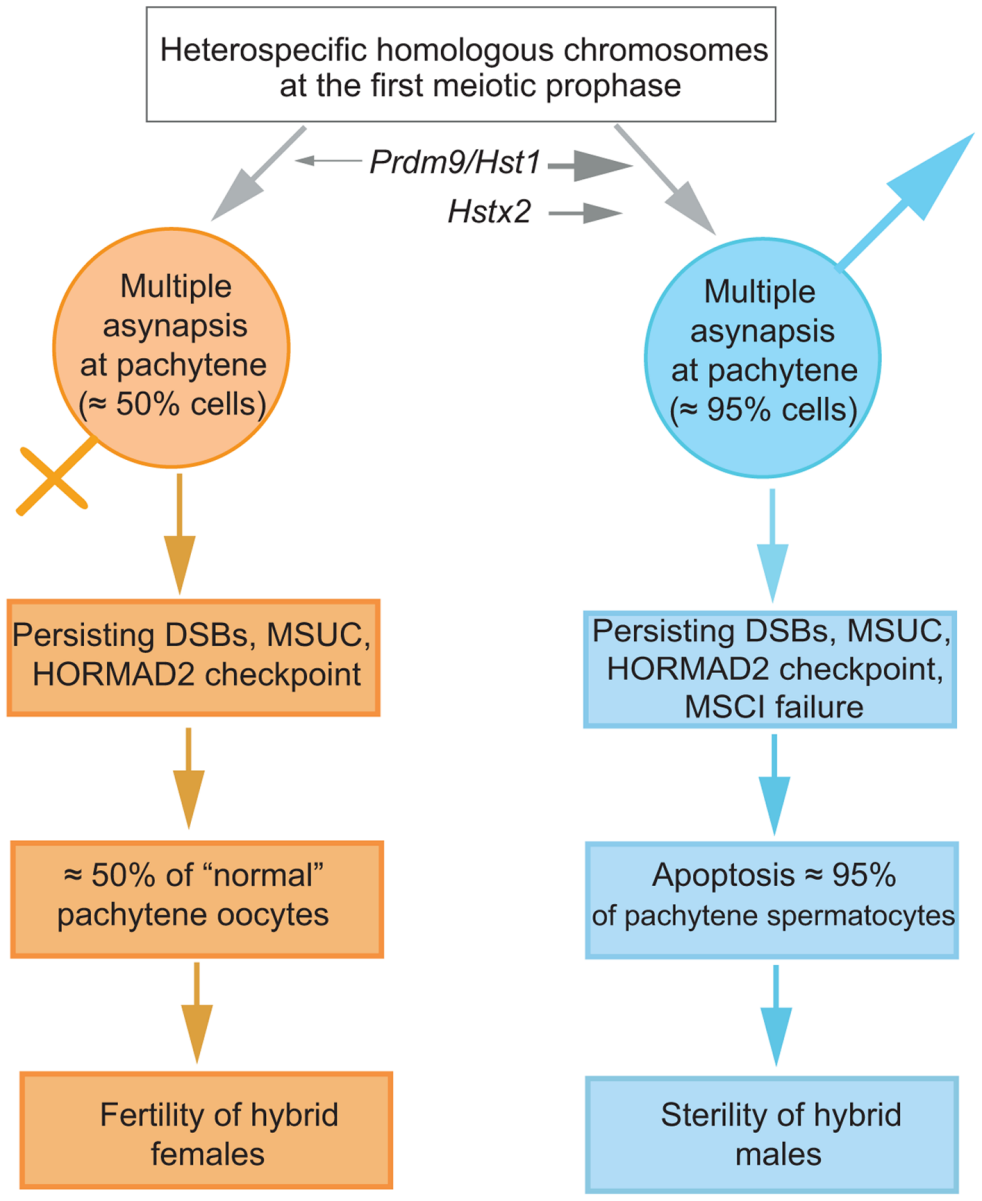
The proposed sequence of events leading to male limited sterility of intersubspecific hybrids of house mouse. Susceptibility of heterosubspecific homologs to asynapsis is common to both sexes. *Prdm9/Hst1* and *Hstx2* hybrid sterility genes can modulate this sensitivity from 0% to >95% in spermatogenesis but not in oogenesis, depending on allelic combinations of epistatic DMIs. Multiple asynaptic autosomes provoke MSCI, contributing to hybrid male sterility. Approximately one half of unaffected oocytes ensure fertility of hybrid females. It remains to be established what is the cause of asynapsis of heterosubspecific homologs.

The male-specific action of the *Hstx2* or *Prdm9/Hst1* HS genes could explain why the same perturbation of sequence homology acts differently in male and female meiosis. While in female pachynemas the percentage of meiocytes with asynaptic chromosomes ranges between 40% and 45% and is ultimately unaffected by the *Hstx2* or *Prdm9/Hst1* genes, meiotic asynapsis of F1 males depends considerably on their genotype. Full sterility and complete meiotic block is associated with the *Prdm9^PWD/B6^ Hstx2^PWD^* genotype only, while the substitution of *Hstx2^PWD^* for *Hstx2^B6^* on otherwise F1 hybrid background reduces the incidence of cells with asynapsis to the level found in female meiosis. Moreover, full recovery of fertility and meiotic pairing can be achieved in F1 hybrid males consubspecific for Chr 17^PWD^ (homozygous *Prdm9^PWD/PWD^*). We expect that analysis of recombinant heterosubspecific/consubspecific chromosome pairs could provide the genetic approach to identifying the *cis*-acting sites important for meiotic pairing and synapsis.

## Materials and Methods

### Animals and ethics statement

The animals were maintained at the Institute of Molecular Genetics in Prague and Institute of Vertebrate Biology in Studenec (Academy of Sciences), Czech Republic. The project was approved by the Institutional Animal Care and Use Committee of the Institute of Molecular Genetics, AS CR, protocol No. 141/2012. The principles of laboratory animal care (NIH Publication No. 85-23, revised 1985) as well as specific Czech Law No. 246/1992 Sb. compatible with the corresponding EU regulations and standards, namely Council Directive 86/609/EEC and Appendix A of the Council of Europe Convention ETS123, were observed.

C57BL/6J (B6, mostly *M. m. domesticus*) originated from The Jackson Laboratory (Bar Harbor, ME). The PWD/Ph (PWD) and STUS strains were derived from wild *M. m. musculus* [32], [53]. The chromosome substitution (consomic) strains C57BL/6J-Chr #^PWD^ [20], abbreviated here B6.PWD-Chr #, were maintained in a pathogen-free barrier facility with a 12 h light/12 h dark cycle. The mice had *ad libitum* access to a standard rodent diet (VELAZ, ST-1, 3.4% fat) and acidified water. All males were sacrificed at the age of 60 to 70 days.

### Genotyping, phenotyping and histology

All 124 male mice from (B6.PWD-Chr X×B6)F1×PWD cross and 71 male progeny from (B6.PWD-Chr X×B6)F1x B6 cross were genotyped using SSLP Chr X markers listed in Table S6. Genomic DNA from mouse tails and spleens was prepared by the HotSHOT method [64] followed by phenol-chloroform cleaning [65]. For genotyping B6.PWD-Chr X# partial consomics and 84 males of B6×(PWD×STUS) test-cross we used MegaMUGA high-density genotyping array carrying 77,000 markers on Illumina Infinium Platform (http://csbio.unc.edu/CCstatus/index.py).

Eight weeks old male progeny of the crosses were phenotyped for testes weight (TW), sperm count (SC) and percentage of abnormal spermatozoa as described [33]. The B6×(PWD×STUS) males were phenotyped at 60 days of age as described [44]. For histological analysis the paraffin-embedded testicular sections were stained with periodic acid Schiff and hematoxylin-eosin and observed using a Nikon Eclipse 200 microscope. The Penguin 150CL CCD color camera (Pixera) was used to capture photographs, which were processed using Adobe Photoshop (Adobe Systems).

### QTL analysis

QTL mapping of recombinant males from (B6.PWD-Chr X×B6)F1×PWD and B6×(PWD×STUS) crosses was performed using the R 12.1 and its R/qtl package [66] Marker positions were taken from MGI mouse genetic map [67]. Standard interval mapping was implemented using *scanone* function. TW and logSC were modeled as continuous variables, fertility/sterility as a binary variable. Genotype probabilities between markers were calculated at a grid size of 5 cM and with genotyping error rate of 0.01%. Genome-wide significance was calculated by 1000 permutations and compared to α = 5% threshold.

### Fluorescence-activated cell sorting of spermatogenic populations

Three spermatogenic populations (leptotene+zygotene+early pachytene, mid-late pachytene+diplotene, and spermatids) were isolated using fluorescence-activated cell sorting (FACS) as described earlier [43], [68] from PWD and B6 testes. The cells were directly sorted into QIAzol lysis reagent of the miRNeasy Mini isolation kit (QIAGEN). Small aliquots of cells were sorted in Krebs-Ringer bicarbonate medium for indirect immunofluorescence analysis. The population composition was estimated by staining with anti-SYCP3, anti-SYCP1, anti-γH2AFX antibodies (details below) and DAPI (Vectashield). All sorted populations showed 85–90% purity of the desired cell type.

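Genes of meiotic prophase fell from prepachytene to pachytene spermatocytes, genes of pachytene and diplotene rose, and genes of spermiogenesis rose in spermatids. Of 27 genes of prepachytene meiosis, listed before the data were examined, 25 were lower in pachytene than in prepachytene and 1 was higher at an adjusted p under 0.05 from limma (25 and 1 when adjusted over the list alone). Among them *Dmc1*, the meiotic recombinase, fell by 8.31 on the log2 scale, *Stra8*, an inducer of meiosis, by 8.05, *Tex11* by 8.05, *Dazl* by 6.24 and *Prdm9*, the hybrid sterility gene that directs recombination, by 5.54. Of 18 genes of pachytene and diplotene, 15 rose and none fell (15 when adjusted over the list alone), including *Ccna1* by 5.81, *Aurkc* by 5.40, *Piwil1* by 4.31 and *Spata16* by 4.20. All 28 genes of spermatids were higher in spermatids than in pachytene (28 when adjusted over the list alone), with a median log fold-change of 3.31. The transition protein genes *Tnp2* and *Tnp1* rose by 5.25 and 4.20, *Cst13* by 4.27 and *Lelp1* by 4.11. Spermatid transcripts were also present in the prepachytene arrays: from prepachytene to pachytene, 14 of the 28 genes fell and 9 rose (14 and 9 when adjusted over the list alone), with *Tnp2* at -5.31 and the protamine gene *Prm2* at -4.30. Of 13 genes of spermatogonia, 8 fell and 1 rose into pachytene (8 and 1 when adjusted over the list alone), *Sohlh2* by -7.72 and *Dmrt1* by -5.51. Of 13 genes of Sertoli cells, the somatic cells of the seminiferous tubule, 8 fell and 1 rose (8 and 1 when adjusted over the list alone), and *Ctsl*, *Clu*, *Vim* and *Rhox5* had log fold-changes of -6.47, -5.98, -4.76 and -4.53. The camera test of limma with its preset correlation gave adjusted p = 2.8e-10 for prepachytene meiosis, 2.9e-04 for pachytene and diplotene, 0.0028 for spermatogonia and 0.0054 for Sertoli cells from prepachytene to pachytene, and 5.0e-16 for spermatids from pachytene to spermatids. With an estimated correlation these were adjusted p = 0.210, 0.231, 0.231, 0.231 and 0.308, so that no list passed. *Stra8* belongs to 2 of the lists.

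**Figure D2:**
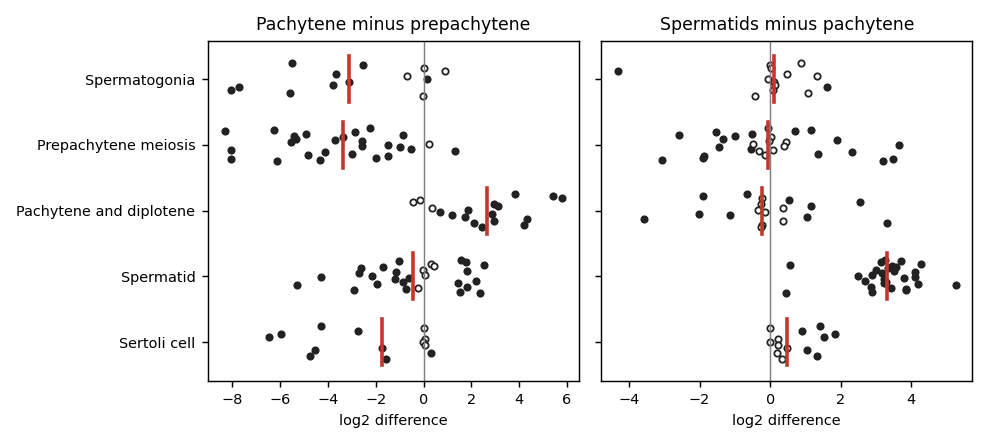
Log2 differences between sorted populations over both strains (horizontal axes) for each gene of 5 marker lists. Filled points passed an adjusted p under 0.05 from limma, open points did not, and red lines are list medians, which for the spermatid list are -0.43 into pachytene and 3.31 into spermatids.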

### Microarray miRNA and protein-coding gene transcription analysis and qRT-PCR validation

Total RNA was isolated from sorted cells and 14.5 dpc testis using the miRNeasy Mini isolation kit (QIAGEN) as recommended. RNA concentration was determined by NanoDrop (NanoDrop Technologies) and its integrity checked in Agilent 2100 bioanalyzer, RNA Lab-On-a-Chip (Agilent Technologies). The total RNA (20–30 ng for gene expression and 120 ng for miRNA expression) was converted to cRNA using the Affymetrix Two-Cycle Target Labeling kit according to the manufacturer's instructions or using the Affymetrix 3′ IVT Express Kit. Affymetrix GeneChip Mouse Genome 430.2.0 array, and Affymetrix GeneChip miRNA 1.0 Array was hybridized with cRNA. The data obtained from the experiments were analyzed using Bioconductor [69] (http://www.bioconductor.org/) and the R project for statistical computing (version 2.12; http://www.r-project.org/). The probes were annotated to Ensembl gene identifiers using the custom chip description file, which was based on NCBI build 37. The data were normalized using RMA (Affymetrix GeneChip Mouse Gene 1.0ST Array) and quantile normalization (Affymetrix GeneChip miRNA 1.0). We used Linear Models for Microarray Data Package, limma version 3.6 [70] for statistical evaluations of expression differences as described [22]. The microarray dataset is deposited in the NCBI Gene Expression Omnibus (GEO) with series accession number GSE41707 [22] GSE49442 and GSE49443. Expression of different X-linked protein-coding genes on spermatogenic populations were derived from NCBI GEO profiles or NCBI GEO database GSE7306 [43] and GSE49444.

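Most X-linked genes above the background level fell from prepachytene to pachytene spermatocytes in both strains, and many rose again in spermatids. Of 258 X-linked genes above the background level, 183 fell and 14 rose in B6 and 191 fell and 14 rose in PWD at an adjusted p under 0.05 from limma. The median log fold-change was -4.09 in B6 and -4.12 in PWD, against 0.04 and 0.08 in the 9622 other genes above the background level. From pachytene to spermatids, 168 of the 258 genes rose in each strain, with medians of 2.72 in B6 and 2.57 in PWD against -0.17 and -0.40 in other genes. Over all 617 measured X-linked genes, 284 fell and 21 rose into pachytene in B6 and 292 fell and 140 rose in PWD, with medians of -0.57 and -0.56, and 189 and 180 rose into spermatids. The camera test of limma over all these genes gave adjusted p = 3.9e-10 in B6 and 2.6e-08 in PWD into pachytene and 4.4e-09 in each strain into spermatids, and adjusted p = 0.0206 in all 4 comparisons with an estimated correlation. The changes of X-linked genes into pachytene and into spermatids did not pass the test for a difference between the strains (adjusted p = 0.130 and 0.569 from camera, and adjusted p = 0.437 and 0.740 with an estimated correlation). They did pass after repeated quantile normalization (adjusted p = 0.00687 and 0.0207 from camera) and without PWD pachytene replicate 2 (0.0103 and 0.0438), and the change into pachytene also without PWD prepachytene replicate 2 (0.00885), so that a difference between the strains is neither shown nor excluded. Of the 10 genes that fell most into pachytene, 9 were X-linked: *Tktl1* by -10.48, *Bex1* by -10.23, *Scml2* by -10.17, *Lamp2* by -9.87, *Fmr1*, *Rhox13* by -9.62, *Mtcp1* by -9.51, *Rps6ka6* by -9.47 and *Ssr4* by -9.47, beside *H2-K1* of Chr 17 by -9.55. The 10 genes that rose most into pachytene were all autosomal, led by the mitochondrial carrier gene *Slc25a54* at 8.46, *Abca14* at 7.67, the adenylate cyclase gene *Adcy6* at 7.53, *4933414I15Rik* at 7.50 and the glucose transporter gene *Slc2a3* at 7.48, followed by *Chdh*, *Gcnt3*, *Slc25a2*, *D6Ertd474e* and *Dhx58* down to 6.87. Into spermatids the largest rises were those of *1700008P02Rik* at 6.21, *Epb41l3* at 5.85, *Nudt16l2* at 5.82, *Nqo2* at 5.61, *Tmem270* at 5.48, *Ubqlnl* at 5.48, *Agpat2* at 5.40, *Lrrc72* at 5.31, *Tnp2* and *Lrrc52* at 5.13. The largest falls were those of the DNA methyltransferase gene *Dnmt1* at -6.56, *Paip1* at -6.46, the centromere gene *Cenpo* at -6.20, *Sap30* at -6.10, *Dact1* at -5.90, the meiotic crossover gene *Ccnb1ip1* at -5.70, *Rfxap* at -5.61, *Wbp4* at -5.60, *2610005L07Rik* at -5.50 and *Sec23a* at -5.45. Autosomal retrogenes of X-linked parents were among the rising genes: of 8 such genes 6 rose and 1 fell into pachytene (6 and 1 when adjusted over the list alone), while 6 of 7 measured X-linked parents fell and none rose (6 when adjusted over the list alone). *Cetn1* rose by 3.61, *Pdha2* by 2.36, *Utp14b* by 2.04 and *Pgk2* by 1.74, *Rbmxl2* was at -2.32, and the parents *Cetn2*, *Utp14a*, *Rbmx* and *Pgk1* were at -7.54, -4.31, -4.02 and -3.34. The camera test gave adjusted p = 0.110 for the retrogenes and 0.0047 for the parents, the latter with adjusted p = 0.231 with an estimated correlation. Of all probesets, 31014 differed between prepachytene and pachytene (19956 higher and 11058 lower in pachytene), of which 14067 were above the background level (6639 higher and 7428 lower). Between pachytene and spermatids 13757 differed (5465 higher and 8292 lower in spermatids), 11219 of them above the background level. The balance into spermatids turned to 22732 higher and 7293 lower with arrays centred on probesets above the background level.

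**Figure D3:**
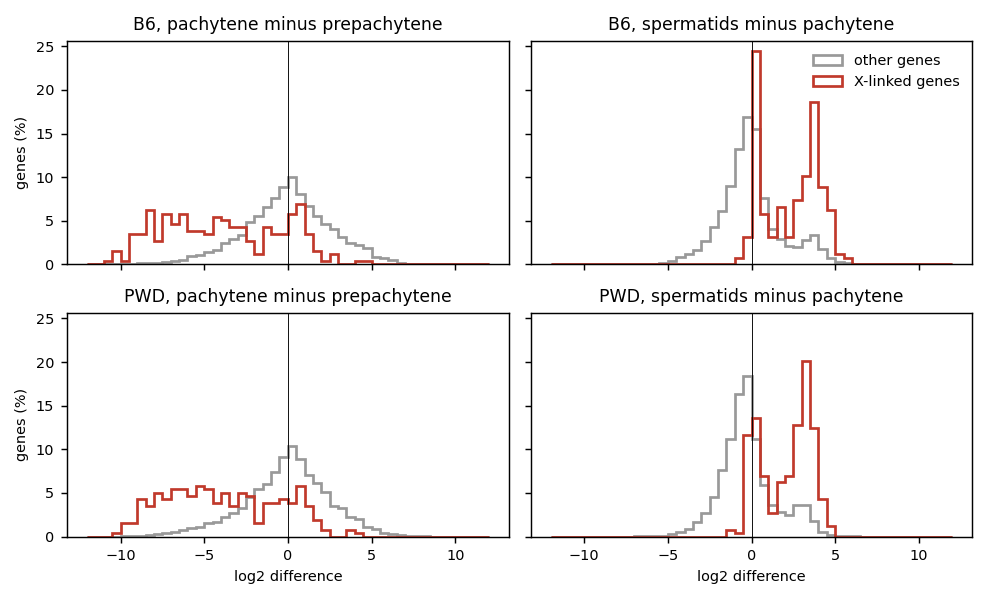
Distribution of log2 differences between sorted populations (horizontal axes) as a percentage of genes (vertical axes) in B6 and PWD, for 258 X-linked genes (red) and 9622 other genes (grey) above the background level. The X-linked medians of -4.09 in B6 and -4.12 in PWD into pachytene lie to the left of those of other genes.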

For qRT-PCR of protein-coding genes, reverse transcription of isolated RNA samples was carried out using Applied Biosystems (ABI) high-capacity cDNA reverse transcription kit. The quantification of mRNAs was performed using FastStart DNA Master SYBR Green I kit (Roche) and amplified in LightCycler 2000 (Roche). Reactions without reverse transcriptase were utilized as negative control. The assays were done in biological and technical triplicates. The data were analyzed using LightCycler Software version 3.5.3 (Roche). For validation of miRNA expression we used ABI TaqMan MicroRNA assays and followed the manufacturer's instructions. The reactions were cycled in Applied Biosystems 7300 Real-time PCR system, and associated software was used for data analysis. The reactions were also carried out using biological and technical triplicates and proper negative controls. The highest and stably expressed miRNAs, U6 non-coding RNA for sorted cells and Mir152 for 14.5 dpc testis, were used as the reference for data normalization. The primers were designed using Primer 3 software (http://frodo.wi.mit.edu/). Sequences of primers are given in Table S6.

### Sequencing, SNP and PWD exome analysis

Exome sequence analysis was carried out for PWD/Ph mice at BGI Europe using Illumina HiSeq 2000 sequencers. The PWD exome sequence was aligned to NCBIm37 genome (BAM format, http://samtools.sourceforge.net/SAM1.pdf) and deposited at the Sequence Read Archive (SRA) accession SRR942524.

All the non-synonymous mutations between PWD and B6 for 4.7 Mb *Hstx2* locus were tabulated. Sequence validations on PWD cDNA (for protein-coding genes) and PWD BACs (for miRNAs) [35] were carried out as described [24] using sequencing capillary machine ABI310 (Applied Biosystems). The sequences of primers are listed in Table S3. Some of the SNPs were also confirmed using the Mouse Phenome database (http://phenome.jax.org/). The dN∶dS ratio (an indicator of evolutionary selective pressure on genetic processes) of different X-linked protein-coding genes between rat and mouse was calculated using Ensemble Biomart.

### Immunostaining and DNA FISH of spread meiocytes

The meiocyte spreads were prepared by using the hypotonic protocol as described earlier [21], [71]. The nuclei were immunostained using following primary antibodies; rat polyclonal anti-SYCP3 (Abcam, #15092), mouse monoclonal anti-SYCP1 (Abcam, #15087), guinea pig anti-histone linker H1t [72], human autoimmune anti-centromere (AB-Incorporated, #15-235), mouse monoclonal anti-γH2AFX (Upstate, #05-636), mouse monoclonal antibody anti-SYCP3(D-1) (Santa Cruz #74569), rabbit polyclonal antibody HORMAD2(C-18) (Santa Cruz #82192) and the secondary antibodies: goat anti-Rabbit IgG-AlexaFluor488 (Molecular Probes, A -11034), goat anti-Mouse IgG-Alexa Fluor 568 (Molecular Probes, A-11031), goat anti-Rabbit IgG-Alexa Fluor 568 (Molecular Probes, A-11036), goat anti-Mouse IgG-Alexa Fluor 350 (Molecular Probes, A- 21049), goat anti-Mouse IgG-Alexa Fluor 647 (Molecular Probes, A-21236), goat anti-Rabbit IgG-Alexa Fluor 647 (Molecular Probes, A-21245) and goat anti-Guinea pig IgG-Cy3 (Chemicon, #AP108C). The immunolabeled meiocytes were subjected to DNA FISH using Metasystems XMP XCyting Mouse Chromosome N Whole Painting Probes for Chrs 2, 16, 17, 18, 19 and X as described [73]. The images were acquired using a Nikon Eclipse 400 (Tokyo, Japan) microscope with motorized stage control using a Plan Fluor objective, 60× (Nikon, MRH00601) and captured using a DS-QiMc monochrome CCD camera (Nikon) and NIS elements program. The fluorescent intensity of images was adjusted using Adobe Photoshop CS software (Adobe Systems). For super-resolution microscopy the meiotic spreads were examined with the Zeiss Axioimager Z.1 platform equipped with the Elyra PS.1 super-resolution system for SR SIM and the LSM780 module for CLSM, using Alpha Pln Apo 63×/1.40 oil Zeiss objective (total magnification 1008×) with appropriate oil (Immersol 518F, by Zeiss). SR-SIM setup was 5 rotations and 5 phases for each image layer. Up to 7 (usually 3) 110 nm Z-stacks were acquired per image. Staging of meiotic prophase I in males and females were done as described earlier [22].

### Statistics

Multiple biological replicates of each genotype were analyzed for cellular phenotypes and RNA expression. The significance of body weight, testes weight, sperm morphology and breeding phenotypes was computed using Welsch's t-test. Sizes of chromatin areas covered by the hybridization signal in synapsed and unsynapsed autosomes were compared by Analysis of Variance (ANOVA) with Tukey's correction for multiple testing. Differences between cellular phenotypes were determined with χ2 test. All computations were done using R 2.15.0 or Graphpad Prism (http://www.graphpad.com/scientific-software/prism/#1).

## Supporting Information

Figure S1 Mapping of *Hstx1* locus on Chr X. The fertility of males with PWD/B6 single recombination declined with the recombination breakpoints in the interval *DXMit76* (64.75 Mb) and *DXMit143* (69.28 Mb), indicating the position of the *Hstx1* gene.
(EPS) Click here for additional data file.

Figure S2 Gene map of the *Hstx2/Hstx1* critical region on Chr X. Predicted genes and pseudogenes are not included in this map. See text for details.
(EPS) Click here for additional data file.

Figure S3 Expression profiling of protein-coding genes within *Hstx1/Hstx2* critical region. (A) Log fold-change of expression ratio of PWD versus B6 protein-coding genes in flow sorted testicular cells. 

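In the candidate region no probeset differed significantly between PWD and B6 in primary spermatocytes, and many genes elsewhere in the genome did. Of the 60 genes that RefSeq places in the region, 6 had probesets, 10 in all, of which 5 were above the background level. Between the strains 0 of these 10 passed an adjusted p under 0.05 from limma in prepachytene or pachytene spermatocytes, and 0 when adjusted over the region alone. Over the whole array 18.6% and 12.8% of the probesets passed, which would give 1.86 and 1.28 of 10, so that the count of 0 does not set the region apart. In the whole genome 8369 probesets differed in prepachytene (5341 higher and 3028 lower in PWD) and 5776 in pachytene (3890 higher and 1886 lower), of which 5593 and 4415 were above the background level. The balance depended on the scaling: centring on probesets above the background level gave 4731 higher and 15847 lower in prepachytene and 43.52% higher in pachytene, and repeated quantile normalization gave 49.93% higher in prepachytene and 48.6% in pachytene. Without B6 pachytene replicate 2, 1536 were higher and 1669 lower in pachytene. In prepachytene the genes with the highest log fold-change of PWD versus B6 were *Pdxdc1* at 10.94, *Pisd-ps3* at 6.50, the collagen gene *Col5a1* at 5.81, the kinase gene *Mapk8* at 5.78, *Slc43a2* at 5.73, *Stac* at 5.64, *H2-Bl* at 5.63, *Id2* at 5.54, *Elobl* at 5.38 and *Gsdmcl-ps* at 5.35. The lowest were *Rpn1* at -11.16, *Snx6* at -7.41, *Rabgap1l* at -7.30, *Actl6a* at -7.17, *Ranbp2* at -7.06, another probeset of *Pisd-ps3* at -6.91, *Manea* at -6.77, *Lztfl1* at -6.41, the spindle checkpoint gene *Bub1* at -6.33 and *Odr4* at -6.31. In pachytene *Pdxdc1* at 10.41, *Stac* at 9.73, the tropomyosin gene *Tpm4* at 9.64, *Scarb2* at 9.46, *Hebp2* at 8.93, *Erbb3* at 8.33, *Slc28a3* at 7.87, *Ppm1m* at 7.69, *Bdh1* at 7.53 and *Msrb2* at 7.50 were the highest. *Rpn1* at -11.39, *Grtp1* at -10.37, *Galntl6* at -9.80, *1700006J14Rik* at -9.75, *Ttc30a2* at -9.63, *1700029F12Rik* at -9.30, *4933432K03Rik* at -8.82, *Hoxb5os* at -8.37, *Niban1* at -8.30 and *1700017G19Rik* at -8.28 were the lowest. All of these had an adjusted p under 0.001 from limma, from 3.8e-08 for *Pdxdc1* to 6.9e-04 for *Pisd-ps3* in prepachytene. Several of these values belong to a single probeset of the gene: the brightest probeset of *Pdxdc1* was lower in PWD (-2.76 in prepachytene), and that of *Ranbp2* was at 0.71 (adjusted p = 0.055 from limma, and 0.0422 with 1 probeset per gene), and those of *Rpn1*, *Rabgap1l*, *Actl6a*, *Lztfl1* and *Bub1* did not pass the threshold (0.12, 0.09, 0.16, 0.55 and 0.00). Of the 28 spermatid genes, 11 were higher in PWD prepachytene cells and none was lower (14 when adjusted over the list alone), among them *Sun5* at 2.19, *Tnp2* at 1.74, *Catsper1* at 1.73 and *Prm2* at 1.72. The camera test of limma gave adjusted p = 4.3e-04, which was adjusted p = 0.0887 without PWD prepachytene replicate 2 (median 0.64) and adjusted p = 0.981 with an estimated correlation. In the same arrays 4 of 13 Sertoli cell genes were higher and 1 was lower (6 and 1 when adjusted over the list alone), with *Vim* at 2.54, *Rhox5* at 2.16, *Cldn11* at 1.95 and *Aard* at 1.87. The Sertoli cell list as a whole did not pass (adjusted p = 0.388 from camera). Of 27 genes of prepachytene meiosis, 10 were higher and 1 was lower in PWD pachytene cells (11 and 1 when adjusted over the list alone), with *Psmc3ip* at -3.01, *Tex11* at 2.20, *Meiob* at 2.08 and *Hormad1* at 1.60, and the list as a whole did not pass (adjusted p = 0.917 from camera). *Prdm9* had a log fold-change of 0.92 in prepachytene (adjusted p = 0.0572 from limma).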

Data from Affymetrix GeneChip Mouse Gene 1.0ST Array do not show any significant differences between both strains in expression levels in primary spermatocytes. Abbreviations: Z-EP – Zygotene Early Pachytene, M-LP - Mid-Late Pachytene, ST – Spermatids. (B) qRT PCR of expression levels of six candidate genes in testes of 14.5 d reciprocal F1 hybrid males (PWD×B6)F1 and (B6×PWD(F1). None of the differences is significant.
(EPS) Click here for additional data file.

Figure S4 The effect of *Hstx2* on spermatogenic differentiation and synapsis of meiotic chromosomes. (A) Histological crossections of spermatogenic tubules of B6 control and (B6.PWD-Chr X.1×PWD)F1, abbreviated here DX.1PF1, and (B6.PWD-Chr X.1s×PWD)F1, abbreviated DX.1sPF1 hybrids. Note the vacuolar degeneration, heteropycnotic cells and absence of sperm cells in DX.1sPF1 hybrids. (B) Unsynapsed autosomes and sex chromosomes visualized by HORMAD2 and SYCP3 immunostaining. Early pachynemas with high and low frequency of autosomal univalents are shown. (C) Frequency of primary spermatocytes at various stages of meiotic progress in males of different genotype. (PWD×B6)F1, abbreviated PB6F1, and B6.PWD-Chr X.1s×PWD)F1 (abbreviated DX.1sPF1) sterile males display the same profile of primary spermatocyte stages. (D, E) Frequency of pachynemas with asynapsis and number of unsynapsed autosomes per cell are similar in PB6F1 and DX.1sPF1 sterile males. In DX.1PF1 males asynapsis occurs with lower frequency and the pachynemas with asynapsis have lower number of univalents.
(EPS) Click here for additional data file.

Figure S5 Pachytene asynapsis in sterile F1 hybrid males prepared by different combinations of *Mmm* and *Mmd* inbred strains. (A) Over 90% of pachytene spermatocytes in all three strain combinations ((PWD×B6)F1 – abbreviated PB6F1, (STUS×B6)F1 – STB6F1 and (PWD×SCHEST)F1 - PSCHF1) carry one or more asynapsed chromosome pair. Frequency of asynapsis of four analyzed autosomes varied between genotypes. Average number of univalents per cell was highest in PSCHF1 and lowest in PB6F1. (B) Distribution of pachynemas with a given number of unsynapsed chromosome pairs. Asynapsis varies widely within each genotype. A significant excess of cells with one unsynapsed pair occurs in B6PF1 hybrids.
(EPS) Click here for additional data file.

Table S1 Coordinates of the introgressed PWD sequence in B6.PWD-Chr X subconsomics (GRCmm38).
(DOCX) Click here for additional data file.

Table S2 Meiotic stages of adult testes of B6.PWD-Chr.X# and PWD hybrids.
(DOCX) Click here for additional data file.

Table S3 Testes weight and sperm count in male progeny of B6×(STUS×PWD), B6×(PWD×STUS) and reciprocal crosses (STUS×PWD)×B6, and (PWD×STUS)×B6.
(XLSX) Click here for additional data file.

Table S4 Intervals and candidate genes of Chr X^PWD^-independent HS QTLs.
(DOCX) Click here for additional data file.

Table S5 Fertility of parental and F1 hybrid females with different allelic combinations at *Hstx1/Hstx2* loci.
(DOCX) Click here for additional data file.

Table S6 Primers.
(XLS) Click here for additional data file.

# Supplementary material for: X Chromosome Control of Meiotic Chromosome Synapsis in Mouse Inter-Subspecific Hybrids
**Source:** PLoS Genet. 2014 Feb 6;10(2):e1004088. doi: 10.1371/journal.pgen.1004088
**Supplement:** Table S1 — Coordinates of the introgressed PWD sequence in B6.PWD-Chr X subconsomics (GRCmm38).

**Table S1. Coordinates of the introgressed PWD sequence in B6.PWD-Chr X subconsomics (GRCmm38).**

| **Subconsomic** | **Proximal Marker** | **Position (bp)** | **Distal Marker** | **Position (bp)** | **PWD segment (bp)** |
| --- | --- | --- | --- | --- | --- |
| B6.PWD-Chr X.1 | JAX00708539 | X:5,454,831 | UNC30904273 | X:64,880,641 | 59,425,810 |
| B6.PWD-Chr X.1s | JAX00708539 | X:5,454,831 | UNC30934795 | X:69,584,093 | 64,129,262 |
| X.1-X1s interval |  |  |  |  | 4,703,453 |
| B6.PWD-Chr X.2 | JAX00178139 | X:38,534,283 | UNC200687147 | X:129,453,937 | 90,919,654 |
| B6.PWD-Chr X.3 | DXMit114 | 98,146,308 | DXMit31 | X:163,975,834 | 65,829,526 |

# Supplementary material for: X Chromosome Control of Meiotic Chromosome Synapsis in Mouse Inter-Subspecific Hybrids
**Source:** PLoS Genet. 2014 Feb 6;10(2):e1004088. doi: 10.1371/journal.pgen.1004088
**Supplement:** Table S2 — Meiotic stages of adult testes of B6.PWD-Chr.X# and PWD hybrids.

**Table S2. Meiotic stages of adult testes of B6.PWD-Chr.X# and PWD hybrids.**

| **Strain/hybrid** | **Age (weeks)** | **n** | **LEP %** | **ZYG %** | **EP %** | **MP %** | **LPD %** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| B6 | 8 | 159 | 5.7 | 8.2 | 16.4 | 40.9 | 28.9 |
| (PWD x B6)F1 | 8 | 200 | 18.0 | 21.0 | 43.0 | 16.0 | 2.0 |
| (B6.PWD -Chr.X.1 x PWD)F1 | 8 | 125 | 3.2 | 7.2 | 36.0 | 28.0 | 25.6 |
| (B6.PWD -Chr.X.1s x PWD)F1 | 8 | 138 | 15.9 | 27.5 | 39.1 | 15.9 | 1.4 |

LEP, ZYG – leptonema, zygonema; EP, MP – early, mid- pachynema; LPD – late pachynema, diplonema

# Supplementary material for: X Chromosome Control of Meiotic Chromosome Synapsis in Mouse Inter-Subspecific Hybrids
**Source:** PLoS Genet. 2014 Feb 6;10(2):e1004088. doi: 10.1371/journal.pgen.1004088
**Supplement:** Table S4 — Intervals and candidate genes of Chr XPWD-independent HS QTLs.

**Table S4.** **Intervals and candidate genes of Chr X^PWD^-independent HS QTLs.**

| **Chr** | **Interval (Mb, GRCm38)** | **Candidate genes** |
| --- | --- | --- |
| 3 | 65.0-135.3 | *Ccna1, Smc4, Mnd1, Hormad1, Sycp1* |
| 9 | 40.5-98.8 | *H2afx,Rbm7, 2410076I21Rik, Mns1, Mei4, Xrn1* |
| 13 | 11.4-115.9 | *Spin1, Cks2, Trip13, Msh3, Ddx4* |

# Supplementary material for: X Chromosome Control of Meiotic Chromosome Synapsis in Mouse Inter-Subspecific Hybrids
**Source:** PLoS Genet. 2014 Feb 6;10(2):e1004088. doi: 10.1371/journal.pgen.1004088
**Supplement:** Table S5 — Fertility of parental and F1 hybrid females with different allelic combinations at Hstx1/Hstx2 loci.

**Table S5. Fertility of parental and F1 hybrid females with different allelic combinations at *Hstx1/Hstx2* loci.**

| **Strain or cross** | **Age in weeks** | **No. of mated females** | ***Hstx1/Hstx2*** | **Average litter size** | **No. of litters** |
| --- | --- | --- | --- | --- | --- |
| C57BL/6J (B6) | 8 | 8 | B6/B6 | 8.2 ± 1.3 | 12 |
| B6.PWD-Chr X.1 | 8 | 6 | B6/B6 | 8.5 ± 1.3 | 12 |
| B6.PWD-Chr X.1s | 8 | 6 | PWD/PWD | 8.2 ± 1.4 | 12 |
| (PWD x B6)F1 | 8 | 6 | PWD/B6 | 7.7 ± 1.0 | 12 |
| (B6 x PWD)F1 | 8 | 6 | B6/PWD | 8.0 ± 1.3 | 12 |
| (B6.PWD-ChrX.1 x PWD)F1 | 8 | 6 | B6/PWD | 7.6 ± 1.0 | 12 |
| (B6.PWD-ChrX.1s x PWD)F1 | 8 | 6 | PWD/PWD | 8.9 ± 1.6 | 12 |
| (PWD x B6)F1 | 24 | 4 | PWD/B6 | 7.2 ± 1.3 | 6 |
| (B6.PWD-Chr X.1s x PWD)F1 | 24 | 4 | PWD/PWD | 8.3 ± 1.9 | 6 |

How the deposited data were processed for this re-analysis (not part of the article)

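The series comprised 12 arrays of sorted testicular cells from PWD and B6 males, 2 for each of 6 groups of strain and population. The authors deposited log2 expression values of standard probesets, which the submitters' processing notes give as GCRMA values. GCRMA corrects the background by probe sequence, normalizes quantiles over arrays and summarizes the probes of a probeset, and its version was not given in the sources used here. The probes were designed on a reference that is close to B6, so that sequence differences of PWD under a probe can lower a PWD value, and quantile normalization can shift many values if the RNA content of populations differs.

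From the deposited log2 values, 64 control probesets were left out and 45037 were tested with limma 3.58.1 in R 4.3.3, with a mean for each of the 6 groups, a variance prior that follows the mean, and Benjamini-Hochberg adjustment within each comparison at a threshold of 0.05. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The comparisons were PWD versus B6 in each of the 3 populations, pachytene versus prepachytene and spermatids versus pachytene over both strains and in each strain, and the test of whether the strain difference depended on the population. Probesets were named through the platform annotation and the RefSeq gene table of GRCm38, in which 204 of the 34945 probesets with 1 gene were not found. A gene was represented by its probeset with the highest mean over the 12 arrays (18193 genes). Gene lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry. The 15 lists were the candidate genes of the region, those of them with RT-PCR primers in the paper (5 measured, all in the first list, so that the 2 are near duplicates), the genes of Table S4, prepachytene meiosis, pachytene and diplotene, spermatids, spermatogonia, Sertoli cells, Leydig cells, peritubular and blood cells, retrogenes of X-linked genes, their X-linked parents, multicopy sex-linked genes, single-copy Y-linked genes, and genes of other organs, which set the background level.

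The genes named were those of the paper's section on candidate genes and of Table S4, the 10 highest and 10 lowest log fold-changes of each strain comparison and of each of the 2 comparisons of consecutive populations, and the 4 members of a list with the largest change in the comparison discussed. The 10 were taken among probesets that passed the threshold, named exactly 1 gene, had a mean above the background level and had no overlap between the arrays of the sides compared, and each gene was taken once per direction.

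The design, the gene lists, the rule for named genes and the alternatives were fixed beforehand, except array weights, which were added after seeing the data. The alternatives were quantile normalization again, centring on probesets above the background level, other filters, probeset choices, variance priors and thresholds, blocks by replicate number or animal, fits with the arrays of the compared groups only, and leaving out each array in turn. The number of arrays limits the precision: with 2 arrays per group, tests rest on a spread pooled over groups. The script was tested on simulated data in which 50 probesets for each of 4 sizes of difference were changed between the strains in pachytene cells. It made 2 false calls, 1.49% of its calls, and 0 calls with no probeset changed. A test of array-wide scaling as the reason of the fall of X-linked genes was set aside after its value was seen, because centring an array cannot change the difference between X-linked and other genes. The conditions that ask for a permutation test in the test on PWD prepachytene cells were added after the medians were seen. The test was run over genes above the background level and over those of them lower in pachytene. The rule that p must be under 0.05 in both selections was set after both p-values were seen. These conditions turned the test from counting against a lower share of spermatocytes to open. The tests of scaling in these cells and of spermatids in PWD pachytene replicate 1 replace earlier ones: for scaling, a first test had left it open and a second set list medians against single probesets, and for spermatids the earlier test only restated the shift. *4930447F04Rik* and the hybrid testes were not analysed here.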

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

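The tests of large strain differences, of PWD pachytene replicate 1 and of PWD prepachytene cells in this part were chosen after the results were seen, as were the splits of the arrays, whose bounds were written before their own counts were known.

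The strain difference of 7481 probesets depended on the population, 4087 of them above the background level. Among the genes of Table S4 this held for *Smc4* (0.0409), *Hormad1* (9.6e-04) and *Mei4* (1.2e-04), with the adjusted p of limma in parentheses. Among the genes with the largest strain differences it held for *Pisd-ps3* (0.0213), *Col5a1* (2.2e-04), *Mapk8* (0.00791), *Slc43a2* (0.0277), *Stac* (1.5e-04), *H2-Bl* (8.7e-04), *Id2* (6.3e-05), *Gsdmcl-ps* (0.0158), *Snx6* (7.6e-05), *Rabgap1l* (1.4e-05), *Actl6a* (0.00351), *Ranbp2* (0.00335), *Manea* (2.2e-05), *Lztfl1* (0.00777), *Bub1* (0.00275), *Odr4* (4.5e-05), *Tpm4* (7.9e-05), *Scarb2* (2.2e-04) and *Hebp2* (0.00281). It held as well for *Erbb3* (0.00356), *Slc28a3* (0.00973), *Ppm1m* (2.2e-04), *Bdh1* (1.7e-05), *Msrb2* (2.8e-04), *Grtp1* (5.4e-06), *Galntl6* (1.6e-04), *1700006J14Rik* (8.3e-04), *Ttc30a2* (0.00223), *1700029F12Rik* (2.2e-04), *4933432K03Rik* (1.7e-04), *Hoxb5os* (9.4e-05), *Niban1* (0.00385), *1700017G19Rik* (1.3e-05), *Vgll2* (0.011), *Man2a2* (8.0e-05), *Ccndbp1* (1.2e-06), *Fastkd1* (4.4e-04), *4921534H16Rik* (2.3e-05) and *4930453L07Rik* (1.2e-06). Among the genes with the largest changes between populations it held for *Gcnt3* (0.0231), *Scml2* (0.0117), *Ssr4* (0.0119), *1700008P02Rik* (0.0418), *Epb41l3* (0.038), *Nudt16l2* (0.00911), *Tnp2* (0.00251) and *Paip1* (0.0177). The spermatid list shifted down in PWD relative to B6 from prepachytene to pachytene (median -0.69, adjusted p = 9.9e-04 from camera), which was adjusted p = 0.969 with an estimated correlation.

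The paper reports no strain comparison of genes outside the candidate region from these arrays. Over the whole array, 8369 probesets differed between PWD and B6 in prepachytene, 5776 in pachytene and 5352 in spermatids. The genes of Table S4 gave 11 calls between the strains over the 3 populations, in 9 genes.

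Among probesets above the background level that were called with an absolute log fold-change of at least 3 in pachytene, 189 were higher and 238 lower in PWD. Sequence variants of PWD under probes could lower a value but hardly raise it, so that variants alone would make nearly all large differences lower in PWD, and 44.26% being higher argues against variants as the whole reason. For the lower values, 47.16% of the other probesets of the same genes were called in the same direction, against 86.29% for falls of the same size from prepachytene to pachytene, and variants cannot be told apart from lower transcript levels; in prepachytene the share was 31.78%. For the higher values the share was 63.7%, against 90.91% for rises between these populations, so that transcripts measured by only some probesets of a gene stay open. The benchmark compares 4 arrays with 4 and called far more probesets, which raises its shares, and falls and rises into spermatids gave 75.97% and 77.82%; a difference of transcript levels was not tested separately.

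PWD pachytene replicate 1 was shifted toward spermatids. The 430 probesets that rise at least 16-fold from pachytene to spermatids in B6 were higher than in replicate 2 by a median of 0.926 (0.0952 between the B6 pachytene replicates). The 279 that fall as much were at -0.55 (0.17 between the B6 replicates). Of 28 spermatid genes, 23 were higher in PWD replicate 1, with a median of 0.98. Between the B6 replicates 18 of 28 were higher, with a median of 0.14. Array-wide scaling is argued against by the rising probesets, which lay 1.0132 above 5802 probesets that hardly change (quartiles apart). Spermatids left in by the sort would explain the rise with a share of 6.09% of the RNA, but such a share lowers the falling probesets by 0.085, and their upper quartile of -0.3351 argues against spermatids as the whole reason. Spermatids as part of it, and a real difference between the 2 sorted samples, stay open.

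In PWD prepachytene cells 4 of 13 Sertoli cell genes were higher and 1 lower (adjusted p = 0.388 from camera), and 11 of 28 spermatid genes were higher, a list that did not pass with an estimated correlation (adjusted p = 0.981) or without PWD prepachytene replicate 2 (adjusted p = 0.0887); above the background level the medians were 1.51 in 8 Sertoli cell genes, 0.93 in 28 spermatid genes, 0.50 in 18 genes of pachytene and diplotene (6 higher and 3 lower, 8 and 3 when adjusted over the list alone, adjusted p = 0.560 from camera), 0.27 in 25 genes of prepachytene meiosis and -0.13 in 5 genes of spermatogonia. Array-wide scaling is argued against by random lists of as many genes, matched on mean expression, of which 0.18% had as high a median as the Sertoli cell genes and 0.03% as the spermatid genes (median of the random lists 0.30). The test of a lower share of prepachytene spermatocytes assumed that it raises the lists of Sertoli cells, spermatids and spermatogonia alike. Their medians spanned 1.6387, past the bound of 1 first set against this explanation. Permutation conditions added after these medians were seen reversed that verdict. An exact permutation test across Sertoli cell and spermatogonia genes (two-sided) gave p = 0.0412, and p = 0.0515 over those lower in pachytene. The latter selection uses the same arrays. The rule that p must be under 0.05 in both selections was set after both p-values were seen. Under this rule the explanation is left open and cannot be told apart. The span of the medians and the first selection alone would have counted against it, but only if these lists rise alike. A lower share can bring in more of 1 cell type than of another, so the span cannot decide. The 5 genes of spermatogonia also include *Stra8*, which is in the list of prepachytene meiosis as well. The most abundant Sertoli cell genes went both ways, *Clu* at 1.08 and *Ctsl* at -0.28, genes are not independent replicates, and a strain difference in these cells was not tested.

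The number of probesets that changed from prepachytene to pachytene argues against chance. Of 35 splits of the 8 arrays into 4 and 4, only the real one (1 split) called as many (24332, highest other 143, the split by strain). From pachytene to spermatids also only the real one (1 split) called as many (8326), but another split called 7363. That split put B6 spermatids with PWD pachytene cells, so this count is hardly specific to the populations. Neither count excludes chance, since 35 splits are few and the arrays of a group belong together. For the number of gene lists past the threshold chance cannot be excluded, since 9 of 35 splits gave as many as the real 7 lists from prepachytene to pachytene (highest other 9) and 5 of 35 as many as the real 6 from pachytene to spermatids (highest other 7). The 6 include a list of 5 of the candidate genes, and without it 4 of 35 splits gave as many as the real 5, a count added after seeing the results. Of the 18 splits that put 2 arrays of each population on either side, 0 gave as many lists in either comparison (highest 3 and 2), a breakdown chosen after seeing the counts. The other splits with as many lists were thus among the 16 that put 3 arrays of 1 population with 1 of the other. Such splits keep part of the real contrast, so they are a poor measure of chance and the test cannot decide.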

How the results depend on the processing

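The array weights were chosen after seeing the data, and the other alternatives were set before. Of the values of single genes and lists, 1617 kept their side of the threshold without 1 array, 31 lost and 16 gained the call. Under the other alternatives 3249 kept their side, 57 lost, 61 gained the call and 14 turned. Values that passed in neither fit were counted as kept even where their direction changed. For example, *4933436I01Rik* in pachytene was higher in PWD by 0.64 with all arrays. Without PWD pachytene replicate 1, PWD was at 4.42 against 4.91 in B6. The cause was not tested unless named. With arrays centred on probesets above the background level, 20578 probesets differed between the strains in prepachytene (4731 higher and 15847 lower in PWD) and 30025 between pachytene and spermatids (22732 higher and 7293 lower), because centring moved the median strain difference in prepachytene of all probesets from -0.01 to -0.28 and the median change into spermatids from 0.00 to 0.24. The share of higher calls went from 63.82% to 22.99% in prepachytene, from 67.35% to 43.52% in pachytene, from 64.35% to 75.86% into pachytene and from 39.73% to 75.71% into spermatids; repeated quantile normalization gave 49.93% and 48.6% for the 2 strain comparisons. With fewer features tested, 1 probeset per gene gave 4356, 3480 and 3512 strain differences in prepachytene, pachytene and spermatids, 13162 and 7910 changes between populations and 4031 population-dependent differences, and the mean of the probesets of a gene gave 4255, 2963, 3244, 13386, 7835 and 3968. With only the arrays of the groups compared, and so fewer samples, the strain counts were 4173, 2677 and 3252, and array weights gave 4688 in prepachytene and 11259 in pachytene. An absolute log fold-change of at least 1 left 3659 strain differences in pachytene and 14490 changes into pachytene, and with only probesets above the background level tested, 14285 changed into pachytene, 13972 of them also called over all probesets. No gene list passed with an estimated correlation (0 against 15 with the preset one, 1 of them a near duplicate), and 33 did with fry, which does not compare a list with other genes. *Slitrk2*, not above the background level, turned to 0.24 into spermatids under centring (its adjusted p was 0.0219), and *Msh3* turned to 0.40 in pachytene and 0.23 in spermatids with the mean of its probesets. With 1 probeset per gene, *Pdxdc1* turned to -2.76, -2.79 and -2.79 and *Rpn1* to 0.12, 0.11 and 0.15 in prepachytene, pachytene and spermatids, and *Rabgap1l* turned to 0.0862, *Actl6a* to 0.16, *Ranbp2* to 0.71, *Lztfl1* to 0.55 and *Bub1* to 0.0031 in prepachytene, since another probeset then stands for the gene.

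Without 1 array in turn, where a lone array is assumed to vary like the other groups, the strain counts ranged from 6085 to 9483, from 3205 to 5427 and from 4154 to 4972, the changes between populations from 27436 to 31627 and from 12536 to 13792, and the population-dependent differences from 5417 to 10774. The 3205 came without B6 pachytene replicate 2 (1536 higher and 1669 lower). Candidate genes between strains ranged from 0 to 1, candidate genes between populations from 7 to 9, Table S4 genes from 7 to 22, gene lists from 6 to 15, and X-linked comparisons from 1 to 4 (without PWD pachytene replicate 2 it was 4, and 2 without any other pachytene array; without PWD prepachytene replicate 2 it was 2, and 1 without any other prepachytene array), the ranges counting only comparisons that use the array's group. The replicate numbers do not show a pairing: the replicate 1 minus 2 differences of 15 pairs of groups correlated between -0.2466 and 0.0832 across probesets. With the replicate number as a block the counts were 7764, 4891, 4913, 30258, 13472 and 6221. Signal over background limits *Slitrk2* and *Aff2*, whose values carry no detectable expression here.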

Differences from the paper's values

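All comparisons in this part were set before the data were examined, except that the second *Fmr1* probeset was singled out after its values were seen. The paper states no numbers for these genes that were measured on these arrays. The paper took the expression of X-linked genes in spermatogenic populations from NCBI GEO profiles and from another series beside this one, so its statements on where genes are expressed can rest on other samples. The paper places the expression of *Slitrk2* in meiotic and postmeiotic cells, whereas its mean log2 expression here was 2.76, below the background level of 4.52 in each of the 3 populations. The paper places *Ctag2* in the same cells, and here it was above the background level in all 3 populations, prepachytene included, at 6.07 in B6 prepachytene. The prepachytene cells are meiotic too, so this is not a difference from the paper. Spermatid transcripts were present in the prepachytene arrays and were not excluded as a source of this value. It places *Fmr1* and *Fmr1nb* in early prophase I, where both had their highest values here, and both also rose from pachytene to spermatids by 3.32 and 3.79 on the log2 scale, while the second *Fmr1* probeset changed by -0.03. The paper reports no significant strain difference of the candidate genes, and none was called here, with 1 call without PWD pachytene replicate 1, without PWD pachytene replicate 2 or without B6 spermatids replicate 1.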

Other observations

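No test in this part was chosen after seeing the results.

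The meiotic genes that the paper lists in Table S4 changed strongly between the sorted populations. With all 12 arrays, 9 of the 16 differed between the strains in at least 1 population, several of them with an adjusted p near 0.05. From prepachytene to pachytene 10 fell and 4 rose at an adjusted p under 0.05 from limma (10 and 4 when adjusted over the list alone), with *Mnd1* at -5.88, *Spin1* at -5.85, *Ccna1* at 5.81 and *Sycp1*, a component of the synaptonemal complex, at -4.85. The camera test gave adjusted p = 0.0116, and adjusted p = 0.231 with an estimated correlation. Into spermatids 5 fell and 1 rose (5 and 1 when adjusted over the list alone), with *Cks2* at -4.30, *Trip13* at -2.37 and *Rbm7* at 2.05, while a second *Trip13* probeset above the background level was at 0.20 (adjusted p = 0.731 from limma). In prepachytene *Mei4*, which is needed for meiotic double-strand breaks, was at 9.67 in B6 and 3.87 in PWD, a log fold-change of -5.80 (standard error 0.31, adjusted p = 1.3e-05 from limma) in the single probeset of the gene. The PWD value lies below the background level, so the size is approximate, and sequence variants under the probes were not excluded for such falls. *Rec114*, its partner, was higher in PWD by 1.41, *Mnd1* by 1.10 and *Xrn1* by 1.63. *Hormad1*, a protein of unsynapsed chromosome axes, was higher in PWD by 1.60 in pachytene and 2.48 in spermatids. In pachytene *Smc4* was higher by 0.52 and *Ddx4* by 0.68, and *Msh3* was at -0.75 (adjusted p = 0.0345, 0.0213 and 0.0331 from limma). In spermatids *Cks2* was higher by 0.99 and *Msh3* was at -0.78 (adjusted p = 0.0351 and 0.0274 from limma). Fewer calls of Table S4 genes passed without any single pachytene or spermatid array. The same held for each prepachytene array except PWD prepachytene replicate 1, without which more calls passed. The calls of *Smc4*, *Ddx4*, *Msh3* and *Cks2* lay near the threshold and may depend on single arrays. The same holds for *Xrn1* in prepachytene (adjusted p = 0.0316 from limma). A second *Msh3* probeset above the background level went the other way, at 1.93 in pachytene and 1.74 in spermatids (adjusted p = 0.00402 and 0.00566 from limma), so that no direction can be given for *Msh3*. The 3 higher and 1 lower genes in prepachytene were 4 and 1 when adjusted over the list alone, the 3 and 1 in pachytene were 4 and 2, and the 2 and 1 in spermatids stayed 2 and 1. With the replicate number as a block, 26 calls of Table S4 genes between strains and populations passed, fewer than without the block.

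In spermatids the highest log fold-changes of PWD versus B6 were those of *Pdxdc1* at 10.33, *Scarb2* at 9.62, *Hebp2* at 8.49, *Vgll2* at 7.94, *Man2a2* at 7.93, *Slc28a3* at 7.87, *Tpm4* at 7.67, *Ccndbp1* at 7.67, *Bdh1* at 7.49 and *Fastkd1* at 7.16. The lowest were *Rpn1* at -10.73, *1700029F12Rik* at -10.18, *Galntl6* at -9.73, *Ttc30a2* at -9.23, *1700006J14Rik* at -9.11, *4921534H16Rik* at -8.84, *4933432K03Rik* at -8.72, *Grtp1* at -8.58, *4930453L07Rik* at -7.98 and *1700017G19Rik* at -7.98. Of the 28 spermatid genes 4 were lower and none was higher in PWD spermatids (4 when adjusted over the list alone), *Tnp2* at -1.21, *Tssk6* at -0.95, *Tnp1* at -0.89 and *Prm2* at -0.82. The list had adjusted p = 0.0345 from camera and adjusted p = 0.963 with an estimated correlation. Fewer gene lists passed without any single spermatid array, and this call near the threshold may be among those lost. In all 3 populations 1073 probesets differed in the same direction, 699 higher and 374 lower in PWD.

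Single-copy Y-linked genes followed the X-linked genes: 5 of 7 fell into pachytene and 5 rose into spermatids (5 and 5 when adjusted over the list alone), *Usp9y* at -8.09 and 4.23, *Uba1y* at -6.30 and 3.06, *Zfy2* at -5.08 and 2.64 and *Eif2s3y* at -4.33 and 3.24. The camera test gave adjusted p = 0.0047 and 0.0039, and adjusted p = 0.231 and 0.308 with an estimated correlation. Of the 2 multicopy sex-linked genes measured, *Magea5* fell into pachytene by -8.41. Sertoli cell genes rose into spermatids, 6 of 13 with none lower (6 when adjusted over the list alone), with adjusted p = 0.0237 from camera and adjusted p = 0.432 with an estimated correlation. Leydig cell genes gave no clear change: only 1 of 7 was above the background level, 4 were called higher and 2 lower in pachytene (4 and 2 when adjusted over the list alone), the median was 0.07 and adjusted p = 0.958 from camera. *Fabp3*, the 1 above that level, was lower in PWD prepachytene cells by -2.92. Of 12 genes of peritubular and blood cells only 2 were above the background level, 7 were called higher in pachytene (6 when adjusted over the list alone), the median was 0.09 and adjusted p = 0.385 from camera. Among all calls into pachytene not above the background level, 13317 of 16947 were higher, so these calls do not point to a change of cell type. Of the 22 genes of other organs, 8 were called higher and 3 lower in pachytene (7 and 2 when adjusted over the list alone), and *Actn3* was higher in PWD by 3.46 in prepachytene and 5.66 in spermatids. The candidate genes of the region rose into spermatids as a list, 4 of 6 (4 when adjusted over the list alone), with adjusted p = 0.0297 from camera and adjusted p = 0.432 with an estimated correlation.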
